# ICMT deficiency ameliorates weight loss and mortality, but not tumor formation in a mouse model of liver cancer

**DOI:** 10.1186/s12964-026-02775-6

**Published:** 2026-03-11

**Authors:** Piotr Czarnota, Tomasz Gromowski, Anna Golda, Danuta Bryzek, Slawomir Lasota, Joanna Koziel, Mateusz Wilamowski, Jaroslaw Cisowski

**Keywords:** Liver cancer, ICMT, Mouse models, Blood coagulation

## Abstract

Liver cancer often arises in the setting of chronic liver disease and remains a major global health challenge with limited effective treatments. Isoprenylcysteine Carboxyl Methyltransferase (ICMT) is an enzyme that catalyzes the methylation of prenylated proteins containing a CAAX motif, such as RAS, a modification thought to be essential for their function. Given its role in oncogenic signaling, ICMT has emerged as a potential therapeutic target in cancer. Notably, ICMT is overexpressed in human hepatocellular carcinoma (HCC), and previous studies have shown that *Icmt* deletion impairs *Braf*^V600E^-driven transformation in murine fibroblasts. In this study, we investigated the role of ICMT in liver cancer using a genetically engineered mouse model with hepatocyte-specific expression of *Braf*^V600E^, combined with deletion of *Trp53* and *Icmt*. We assessed the impact of *Icmt* loss on liver physiology, tumorigenesis, and global transcriptomic and proteomic landscapes. Expression of *Braf*^V600E^ led to progressive body weight loss, reduced survival, hepatomegaly, vascular congestion, liver fibrosis, and tumor development. These phenotypic changes were associated with widespread alterations in gene and protein expression, particularly affecting pathways related to cell differentiation, coagulation, and metabolism. Strikingly, liver-specific *Icmt* deletion ameliorated several pathological features, including weight loss, early mortality, fibrosis, and vascular abnormalities. It also partially normalized the transcriptomic and proteomic profiles. However*, Icmt* deletion did not prevent hepatomegaly or tumor formation. In conclusion, while ICMT deletion mitigates several deleterious effects of *Braf*^V600E^-driven liver pathology, it does not block tumorigenesis. These findings suggest that ICMT is not a suitable therapeutic target for liver cancer prevention or treatment, but may have potential as a target to alleviate liver disease-associated symptoms.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12964-026-02775-6.

## Introduction

Liver cancer remains one of the most common cancers worldwide and is associated with a high mortality rate. Although incidence has stabilized in men, it continues to rise by approximately 2% per year in women and younger adults [1], and predictions suggest 1.4 million new cases by 2040 [2]. Hepatocellular carcinoma (HCC) accounts for approximately 90% of all liver cancer cases [3]. Elevated HCC incidence is reported in regions with high prevalence of hepatitis B and C, as well as with high rates of obesity and type 2 diabetes mellitus [4, 5]. HCC usually develops on the background of chronic liver disease, such as fibrosis, cirrhosis [6], and non-alcoholic fatty liver disease [7]. Mortality rates in HCC remain high [2], highlighting the lack of efficient therapies, in particular for advanced HCC. Despite extensive efforts to develop new targeted drugs, the emergence of drug resistance poses a significant clinical challenge [8] underscoring the need for novel therapeutic targets.

Mitogen-Activated Protein Kinase/Extracellular Signal-Regulated Kinase (MAPK/ERK) pathway is frequently activated in liver cancer [9–11]. Elevated levels of phosphorylated ERK have been consistently observed in human HCC tissues compared to adjacent non-tumorous tissues [12] and were associated with increased cell proliferation, tumor aggressiveness, and therapeutic resistance [13, 14].

Isoprenylcysteine carboxyl methyltransferase (ICMT) catalyzes the methylation of isoprenylated C-terminal residues in proteins containing a CAAX motif—such as RAS, RHO, RAC, and RAB proteins—thereby promoting their proper localization to cellular membranes [15]. Given its role in post-translational modification of key signaling molecules, ICMT has emerged as a potential target for cancer therapy. Previous studies have shown that *Icmt* knockout in mice reduces disease burden in models of *Kras*^*G12D*^-driven myeloproliferative neoplasms and lung cancer [16] Notably, *Icmt* deletion in *Braf*^*V600E*^-expressing fibroblasts inhibited their transformed phenotype [17], suggesting that ICMT may influence BRAF^V600E^-driven oncogenesis even though BRAF^V600E^ is not a prenylated (CAAX) protein. These findings raise the possibility that ICMT could support oncogenic signaling indirectly or through other prenylated effectors.

ICMT expression is elevated in human HCC tissues, and its knockdown in HCC cell lines reduces proliferation and migration while inducing apoptosis, whereas ICMT overexpression has the opposite effect [18]. However, the in vivo consequences of Icmt deletion in a physiologically relevant context—particularly with endogenous gene expression and an intact immune system—remain poorly understood.

In this study, we utilized conditional gene modifications in the liver and demonstrated that *Icmt* deletion did not prevent BRAF^V600E^-induced hepatomegaly and HCC development, but significantly improved survival and reduced body weight loss. Transcriptomic and proteomic analyses revealed extensive changes in gene and protein expression, including alterations in pathways related to metabolism, differentiation, and coagulation. Mechanistically, Icmt deletion alleviated hepatic vascular congestion. Our findings suggest that while ICMT inhibition may not be effective as a direct anti-tumor strategy for HCC, it could have therapeutic value in reducing vascular pathology associated with liver disease.

## Materials and methods

### Mice

Mice were housed under specific pathogen-free conditions in ventilated cages in a temperature-controlled environment with 14-/10-h light/dark cycle. DNA was extracted from tail biopsies using the KAPA Mouse Genotyping Kit (KAPA Biosystems) according to the manufacturer’s instructions, and genotyping was carried out as previously described [17, 19, 20]. To generate compound mutant mice, albumin Cre (*Alb-Cre*) transgenic mice [19], were crossed with mice carrying a conditional *Braf* knock-in allele (*Braf*^*CA*^) [20], conditional *Trp53* knockout allele (B6.129P2-*Trp53*^*tm1Brn/J*^) [21], and conditional *Icmt* knock-out allele (*Icmt*^*flx*^) [17].

### Tissue processing, IHC staining and immunofluorescence

Organs were fixed in formalin, dehydrated and embedded in paraffin. Sections (4 µm thick) were deparaffinized and stained with hematoxylin & eosin (H&E) for histological evaluation or with picrosirius red for collagen detection. Images were acquired at 100 × magnification (Leica DMC5400, Leica Microsystems). Collagen content was quantified using ImageJ software. IHC for α 1 Fetoprotein (AFP) was done using a VECTASTAIN® Elite® ABC-HRP Kit and DAB Peroxidase Substrate (PK-6101 and SK-4100, respectively, Vector Laboratories) according to manufacturer’s instructions. Sections were blocked with 4% normal goat serum and then incubated with antibodies against AFP (ab46799, Abcam, 1:5000) overnight. For immunofluorescence, tissue sections were blocked with 5% normal goat serum, permeabilized with 0.1% Triton X-100 for 5 min, and incubated with primary antibodies against ApoA-1 (ab227455, Abcam, 1:500) or fibrinogen beta chain (ab27913, Abcam, 1:100) for 2 h at room temperature. Following washes, slides were incubated with goat anti-rabbit Alexa Fluor 488-conjugated secondary antibody (Cell Signaling Technology, 1:1000) for 1 h. Nuclei were stained using ProLong Antifade Mounting Medium with DAPI (Thermo Fisher Scientific). Images were acquired with a ZEISS Axio Observer 7 fluorescence microscope using ZEN software.

### Transcriptome sequencing

Total RNA was isolated and purified from ~ 10 mg of frozen murine livers using Trizol (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s procedure. RNA quality and quantity were assessed using NanoDrop 2000 (NanoDrop, Wilmington, DE, USA) and Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA). Stranded mRNA libraries were prepared using Illumina’s Stranded mRNA Prep Kit and sequenced on an Illumina NovaSeq X Plus (Novogene, Cambridge, United Kingdom) with a paired-end 2 × 150 bp read length. Construction and sequencing of RNA-seq libraries were performed by the Novogene Company. The data received from Novogene Company was subjected to a process of trimming and preliminary analysis of the quality of readings.

Data analysis was performed using Galaxy web European server (https://usegalaxy.eu/). FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc, ver. 0.12.1) was used for quality control of concatenate reads. Alignment of paired-end reads to mouse (*Mus musculus*) build-in reference genome (mm10) was performed using HISAT2 program (ver. 2.2.1) [22]. Read counts were generated using FeatureCounts program (ver. 2.0.8) [23]. Differential gene expression analysis was performed with edgeR program (ver. 3.36) [24]. with multiple testing correction by the Benjamini–Hochberg method. Genes with adjusted p < 0.05 were considered significantly differentially expressed.

Selected genes were mapped to Biological Process (BP) Gene Ontology (GO) terms using ShinyGO 0.82 (https://bioinformatics.sdstate.edu/go/) [25]. Venn diagrams were generated with InteractiVenn tool (https://www.interactivenn.net/index2.html) [26]. Heatmaps were created with Galaxy, while volcano plots were generated in R using ggplot2 (v3.5.1). RNA-seq data are available under Gene Expression Omnibus (GEO) accession number GSE297390.

### Sample preparation and LC–MS/MS measurement

Protein lysates were sonicated for 7 min (30 s/30 s on/off cycle) using Bioruptor Pico (Diagenode), then centrifuged and supernatants were collected. Protein concentrations were measured with the Pierce Detergent-Compatible Bradford Assay (Thermo Fisher Scientific). For proteomic analysis, 20 µg of total protein was prepared using the SP3 protocol [27]. Peptides were suspended in 0.1% formic acid (FA) and 250 ng of peptide mixture was injected for the measurement with Orbitrap Astral mass spectrometer coupled to Vanquish Neo UHPLC (both Thermo Fisher Scientific). UHPLC was operated in a direct injection mode. Peptides were separated using Aurora Ultimate XT 25 cm × 75 µm C18 column (IonOpticks) in 60 min gradient of acetonitrile (ACN) at a flow rate of 0.5 µl/min at 55 °C. The gradient of ACN consisted of 3 major steps (buffer A: 0.1% FA, buffer B: 80% ACN, 0.1% FA): 2%−10% B 10 min, 10%−25% B 32 min, 25%−45% B 18 min. The eluting peptides were analyzed with Orbitrap Astral mass spectrometer using DIA method. Data were collected within 200 windows of 3-Th for the precursors from the mass range of 380–980 m/z. The maximum injection time (IT) was set to 5 ms and normalized AGC target to 500%. The isolated ions were fragmented with the normalized collision energy set to 25%. Astral scan range was 150–2000 m/z. Additionally, full-MS spectra were acquired every 0.6 s with the resolution of 240,000, scan range of 380–980 m/z, maximum IT of 3 ms and normalized AGC target of 500%.

### LC–MS/MS data analysis

Raw data were analyzed in DIA-NN 2.0.2 [28]using in silico DIA-NN predicted spectral library from mouse reference proteome (UniProtKB, 21 755 sequences, downloaded on Feb 2025). The DIA-NN spectral library building as well as search were performed using the following settings: protease – Trypsin/P, missed cleavages – up to 1, maximum number of variable modifications – 2, modifications – C carbamidomethylation, N-term M excision, M oxidation, protein N-terminal acetylation, peptide length range – 7–30, precursor charge range – 2–4, mass accuracy – 10 ppm, MS1 accuracy – 4 ppm, scan window – 7, scoring – peptidoforms, proteotypicity – genes, machine learning – NNs (cross-validated), quantification strategy – QuantUMS (high precision), cross-run normalization – RT-dependent, library generation – IDs, RT & IM profiling, speed and RAM usage – optimal results. MBR and protein inference were enabled. The resulting pg_matrix was filtered for protein groups that satisfy Global.PG.Q.Value threshold of 0.01. The list of protein groups that meet this criterion was obtained by filtering the main output file in Rstudio (v2024.12.1 + 563). Then, cRAP proteins were excluded. Data matrix was further processed in Perseus (v2.0.11.0) [29]. Protein intensity values were log2 transformed and matrix was filtered for proteins that had a minimum 80% of valid values in at least one group. Remaining missing values were imputed by constant low value. Differential proteins were identified using Student’s t-test with Benjamini–Hochberg FDR set to 0.01; threshold q-value < 0.01 and |Fold change|> 2. LCS/MS data have been deposited at the MassIVE database, accession number PXD064401.

### Coomassie blue staining

Twenty µg of denatured total liver protein extracts (in Laemmli buffer) were resolved in 12% SDS-PAGE. After electrophoresis, the gel was heated in water and stained with a 0.5% Coomassie brilliant blue G-250 solution solution (prepared in 40% methanol/10% acetic acid) for 15 min and heated again in water. After thorough washing the gel was imagined in a ChemiDoc detector (Bio-Rad). Band for identification by MS was cut-out using a sterile scalpel.

### Protein identification from gel band—LC–MS/MS analysis

LC–MS/MS identification was performed as described in [30] with minor modifications. Spectra were searched against the SwissProt *Mus musculus* database with the following parameters: enzyme – trypsin; missed cleavages – up to 1; fixed modifications – carbamidomethyl (C); variable modifications – oxidation (M), acetyl (protein N-term); precursor mass tolerance – 10 ppm; fragment mass tolerance – 20 mmu. Target Decoy PSM Validator was applied with the maximum false discovery rate (FDR) of 0.01.. LCS/MS data have been deposited at the MassIVE database, accession number PXD073274.

### Immunoblotting

Cells were washed with ice-cold PBS and total protein extracts were prepared using RIPA buffer containing proteinase and phosphatase inhibitors (Roche Diagnostics). Twenty µg of protein was resolved on SDS-PAGE and transferred to membranes. After blocking with 5% skim milk, membranes were incubated overnight at 4 °C with primary antibodies against: Apolipoprotein A1 (ApoA1, ab227455, Abcam, 1:2000), ICMT (17,511–1-AP, Proteintech, 1:1000), Fibrinogen beta chain (ab27913, Abcam, 1:1000), and α-Tubulin as a loading control (CP06, Meck Millipore, 1:2000) at 4 °C overnight. After washing, membranes were incubated with HRP-conjugated secondary antibodies (#7074 and #7076, Cell Signaling Technology, 1:2000) for one hour at RT. Signal was detected using ECL Select (GE Healthcare) and imaged on a ChemiDoc system.

### Statistical analysis

GraphPad Prism version 8.01 was used for analyses. Survival comparison was done using Log-rank (Mantel-Cox) test with correction for multiple comparisons. Statistical comparisons between groups were done using Student’s t-test. Multiple groups were compared using one-way ANOVA with Tukey’s post-hoc test. Data are presented as mean ± S.E.M. Comparisons were considered statistically significant when P < 0.05 (* *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001; **** *P* < 0.0001).

## Results

### *Icmt* deletion in mouse liver rescues body weight loss and mortality caused by expression of *Braf*^*V600E*^

To investigate the impact of ICMT on liver tumorigenesis, we crossed mice with a knock-in expression of a liver-specific *Albumin-Cre*, with mice containing *Braf*^*CA/*+^ allele, conditional knockout of *Trp53* gene (*Trp53*^*flx*^), and conditional knockout of *Icmt* gene (*Icmt*^*flx*^*)*. This breeding strategy yielded four genotypes: *Alb-Cre/Braf*^*V600E*^*/Trp53*^*flx/flx*^*/Icmt*^+/+^ (designated as ABpI^+/+^)*, Alb-Cre/Braf*^*V600E*^*/Trp53*^*flx/flx*^*/Icmt*^*flx/+*^ (designated as ABpI^F/+^), *Alb-Cre/Braf*^*V600E*^*/Trp53*^*flx/flx*^*/Icmt*^*flx/flx*^ (designated as ABpI^F/F^) and control siblings lacking the expression of *Braf*^*CA*^ allele, Alb-Cre/Trp53^*flx/flx/*^*/Icmt*^*flx/+*^ (designated as Ctrl). ABpI^+/+^ and ABpI^F/+^ mice were born at expected Mendelian ratios, however, ABpI^F/F^ mice were born at approximate frequency of 1 in 100, and only three mice with this genotype were obtained, all females.

We monitored body weight weekly from weaning until spontaneous death or euthanasia due to weight loss or poor condition. All ABpI^+/+^ and ABpI^F/+^ mice had died or were euthanized by weeks 23 and 28, respectively; with a median survival time of both ABpI^+/+^ and ABpI^F/+^ mice approximating 14 weeks (Fig. 1 A), which suggests that the ICMT expression derived from a single allele may be sufficient to sustain its function, especially in hepatocytes, the majority of which (~ 90%) are polyploid in mice [31]. Moreover, there was no statistically significant difference in survival times between males and females in ABpI^+/+^ group (median survival time 16,5 vs 14 weeks, respectively) or in the ABpI^F/+^ group (median survival time 13 vs 16 weeks, respectively) (Supplementary Fig. 1A.). Since ABpI^+/+^ and ABpI^F/+^ mice displayed similar phenotypes and survival, we focused subsequent analyses on Ctrl, ABpI^F/+^ and ABpI^F/F^ mice.

**Fig. 1:**
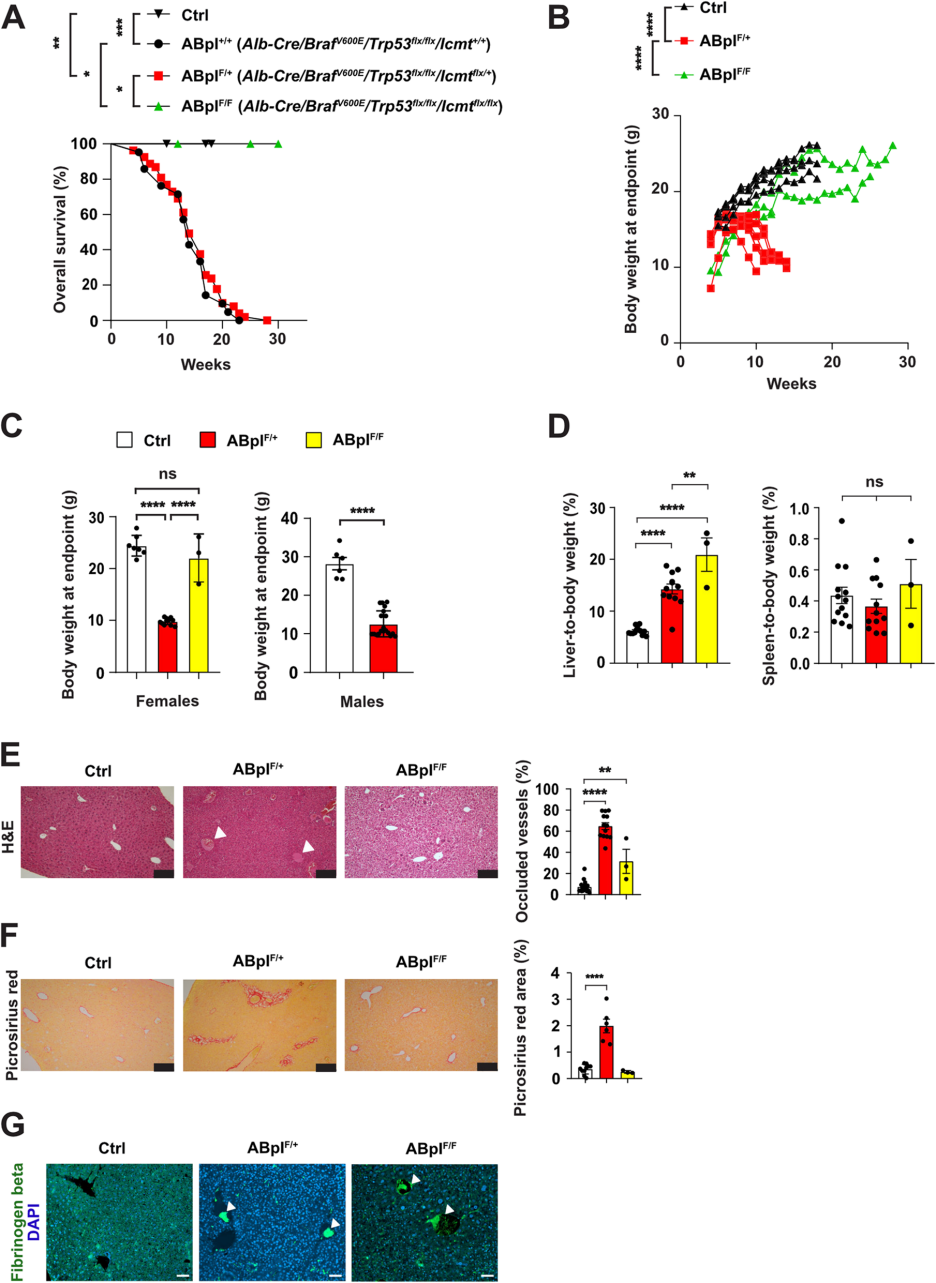
Liver-specific deletion of the *Icmt* gene rescues decreased viability, body weight loss and histopathologic abnormalities induced by *Braf*^*V600E*^ and deletion of *Trp53* gene. **A** Overall survival of Ctrl (n = 10), ABpI^+/+^ (*n* = 21), ABpI^F/+^ (*n* = 51), and ABpI^F/F^ (*n* = 3) mice. **B** Body weight changes over time in individual mice grouped by genotype; Ctrl (*n* = 5), ABpI^F/+^ (*n* = 7), and ABpI^F/F^ (*n* = 3) mice. **C** Endpoint body weight of female (left): Ctrl (*n* = 7), ABpI^F/+^ (*n* = 12), and ABpI^F/F^ (*n* = 3), and male mice (right): Ctrl (*n* = 6), ABpI^F/+^ (*n* = 19). **D** Liver (left) and spleen (right) weights as a percent of total body weight at endpoint: Ctrl (*n* = 13), ABpI^F/+^ (*n* = 12), and ABpI^F/F^ (*n* = 3) mice. **E** Representative H&E-stained liver sections from Ctrl (*n* = 18), ABpI^F/+^ (*n* = 13), and ABpI^F/F^ (*n* = 3) mice. White arrowheads indicate congested vessels. Right, quantifications of congested vessels. Scale bars, 100 µm. **F** Representative images of picrosirius red-stained liver sections from *Ctrl* (n = 10), ABpI^F/+^ (*n* = 6), and ABpI^F/F^ (*n* = 3) mice. Right, quantifications of stained area. Scale bars, 100 µm. **G** Representative images showing Fibrinogen beta chain (green) localization in liver sections. Nuclei were counterstained with DAPI (blue). White arrowheads indicate stained areas within blood vessels. Scale bars, 50 µm

Initially, all groups gained weight regardless of sex. However, from around week 7 post-partum, ABpI^F/+^, but not Ctrl or ABpI^F/F^ mice, began losing weight (Fig. 1B) and developed signs of illness (hunched posture, limping), whereas Ctrl and ABpI^F/F^ mice continued to gain weight at similar rates (Fig. 1B) and did not develop signs of distress or visible signs of disease. At the endpoint, the body weights of ABpI^F/+^ females and males were roughly half the body weight of their respective controls, while the body weights of ABpI^F/F^ females were roughly twice as high as those of ABpI^F/+^ females, and were comparable Ctrl females (Fig. 1C). At necropsy, we found that livers of ABpI^F/+^ and ABpI^F/F^ mice had enlarged livers compared to Ctrl mice (Fig. 1D, left, and Supplementary Fig. 1B); spleen sizes, however, were not statistically different between genotypes (Fig. 1D, right), suggesting that differences in liver or spleen mass alone cannot account for the increased body weight and survival observed in ABpI^F/F^ mice. As expected, ICMT protein levels were markedly reduced in the livers of ABpI^F/F^ compared to the livers of ABpI^F/+^ and Ctrl mice (Supplementary Fig. 1 C), and PCR genotyping confirmed liver-specific activation of *Braf*^*V600E*^ and deletion of *Trp53* (Supplementary Fig. 1 D).

Histological analysis of H&E-stained liver sections showed extensive vascular congestion with eosinophilic deposits in ABpI^F/+^ mice, particularly in periportal areas (Fig. 1E). Moreover, picrosirius red staining revealed increased periportal collagen deposition indicative of fibrosis (Fig. 1F). Notably, both vascular congestion and fibrosis were markedly reduced in ABpI^F/F^ mice (Fig. 1E and F). We hypothesized that the vascular congestion resulted from blood clots obstructing vessels. To verify this hypothesis, we stained for fibrinogen beta chain (FGB), a key component of clots formed following thrombin cleavage. FGB was absent in vessel lumens of Ctrl mice but clearly present in blood vessels of ABpI^F/+^ and ABpI^F/F^ mice (Fig. 1G). In addition, less FGB could be detected in the parenchyma of ABpI^F/+^ and ABpI^F/F^ mice, as compared to Ctrl mice (Fig. 1G). Moreover, immunoblot analysis revealed overall higher expression of FGB in ABpI^F/+^ mice as compared to Ctrl and ABpI^F/F^ mice (Supplementary Fig. 1E). As expected, liver extracts from ABpI^F/+^ mice contained and additional band slightly below a full length FGB protein, which is consistent with FGB being cleaved by thrombin protease (which chops out 14 aa peptide) and contributing to fibrin generation and clot formation [32].

Together, these results demonstrate that ABpI^F/+^ mice exhibited reduced body weight, shortened lifespan, hepatomegaly, liver fibrosis, and vascular occlusion—likely due to disrupted hemostasis. Moreover, *Icmt* deletion ameliorated all these phenotypes except hepatomegaly.

### *Icmt* deletion does not prevent liver tumor formation

We found that approximately 30% of ABpI^F/+^ mice had at least one visible surface liver tumor (1–2 mm in diameter; Supplementary Fig. 2 A). The relatively low tumor frequency likely reflects early mortality before overt tumor development. In contrast, despite improved survival, all three ABpI^F/F^ mice developed liver tumors, with burden correlating with age (Supplementary Fig. 2B). A 12-week-old ABpI^F/F^ mouse had multiple small tumors, while 20- and 30-week-old mice developed large (~ 1 cm) tumors (Supplementary Fig. 2B). Upon microscopic examination, the tumors exhibited a pushing growth pattern against the surrounding tissue (Supplementary Fig. 2 C) and were positive for α 1 Fetoprotein (AFP), a marker of HCC (Supplementary Fig. 2D). Additionally, 19% of ABpI^F/+^ mice developed subcutaneous metastatic tumors with sarcomatoid features and collagen deposition (Supplementary Fig. 2E).

Taken together, these results demonstrate that *Icmt* deletion does not prevent liver tumor formation.

## Transcriptomic and proteomic analyses reveal major gene expression changes induced by *Braf*^*V600E*^ expression and deletion of *Icmt*

To explore the molecular mechanisms underlying observed phenotypes, we performed RNA sequencing (RNAseq) and mass spectrometry (MS) on liver tissue (free of visible tumors) from six Ctrl; six ABpI^F/+^ and three ABpI^F/F^ mice (all females to reduce variability) to determine differentially expressed genes (DEGs) and proteins (DEPs), respectively. 

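Total RNA was extracted with Trizol from frozen liver, made into stranded mRNA libraries and sequenced as paired-end reads. The authors trimmed the reads, aligned them with HISAT2 2.2.1 to the mm10 build of the mouse genome (GRCm38) and counted them on genes with featureCounts 2.0.8. The deposited values are the counts per gene and mouse, without normalization. They hold 15 columns, 1 per mouse, although 23 samples are listed, and 8 of the mice are named by 2 samples. Between 24742910 and 32262649 reads per mouse were counted on genes, with a median of 26159031.5 in Ctrl, 29647774.5 in ABpI F/+ and 29731850 in ABpI F/F mice. The 10 genes with the highest mean over all 15 mice held 19.7% of the counts in Ctrl, 30.0% in ABpI F/+ and 30.3% in ABpI F/F mice on average. The albumin gene *Alb* alone held 9.36% ± 0.962 (SD, n = 6 mice) in Ctrl, 14.2% ± 1.49 (SD, n = 6) in ABpI F/+ and 14.9% ± 2.92 (SD, n = 3) in ABpI F/F livers. Every mouse had between 7277 and 25990 counts on *Xist* and at most 2 on the genes of the Y chromosome, as in females. Counts were scaled by edgeR's TMM method and compared with its quasi-likelihood F-test, with all 3 groups in 1 fit. The p-values were adjusted by the Benjamini-Hochberg method over all genes in the table. A gene was called differentially expressed at an adjusted p under 0.01 and an absolute log2 fold change of at least 1, which is a 2-fold change.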

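The targeted gene, *Icmt* (Entrez 57295), lies on chromosome 4 of GRCm38 from 152297214 to 152307126. Its CPM, the counts scaled to a common library size after TMM, were between 27.8 and 34.7 in the 6 Ctrl mice, with a mean of 30.8 ± 2.72 (SD). Both Ctrl and ABpI F/+ mice carry 1 floxed *Icmt* allele, and the ABpI F/+ mean was 32.7 ± 3.49 (SD, n = 6). In the 3 ABpI F/F mice *Icmt* was between 15.2 and 16.6 CPM, below every mouse of the other groups. Its log2 fold change in ABpI F/F vs Ctrl was -0.96 (standard error 0.13, edgeR adjusted p = 8.51e-06), just short of the 2-fold threshold. In the fit without the ABpI F/+ mouse BG175 it was -1.02 and past the threshold. In ABpI F/+ vs ABpI F/F the log2 fold change was 1.04 (standard error 0.13, edgeR adjusted p = 7.18e-06).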

Differential expression analysis used thresholds of fold change (FC) ≥ 2.0 or ≤ −2.0 and adjusted *p* < 0.01 (Supplementary Tables 1 and 2, respectively). 

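Separation of the groups was measured on the 12316 genes with a mean of at least 1 CPM, which were not chosen by group. The differences between the group means held 73.3% of the total sum of squares of log2 CPM (permutation test, one-sided, p = 2e-05, 100000 permutations of the mice). For ABpI F/+ against Ctrl alone the share was 72.1% (exact permutation test, p = 0.00216 from 924 arrangements). It was 63.8% for ABpI F/F against Ctrl and 57.2% for ABpI F/+ against ABpI F/F (exact permutation tests, p = 0.0119 from 84 arrangements in each case). These are the smallest p-values that the numbers of mice allow. A PCA of log2 CPM was then run on the 4208 genes called in any of the 3 comparisons, which separate the groups in part by construction. The first component held 58.3% and the second 24.4% of the variance, and 15 of 15 mice lay nearest the centroid of their own group. The share on the first component moved most when the most variable genes were used instead, to 71.1%.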

Principal Component Analysis (PCA) showed clear separation of mice into three groups, depending on their genotypes (Fig. 2A and B). 

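In the plane of the first pair of components, the centroid of the ABpI F/+ mice lay 122 units (log2 CPM) from that of the Ctrl mice. The ABpI F/F centroid lay 111 units from Ctrl and 98.4 from ABpI F/+. The distance of ABpI F/F from Ctrl was thus 0.913 of that of ABpI F/+, and this ratio had an SD of 0.211 over the 3 ABpI F/F mice, so the shift was smaller than the spread between them. On the first component alone the ABpI F/F mice, at 4.53 to 23.8, lay between the Ctrl mice (-68.7 to -59.0) and the ABpI F/+ mice (49.6 to 63.6). On the second, at -94.0 to -39.7, they lay apart from both (3.15 to 36.7). Across 4 other choices of genes, scaling and prior count the ratio was between 0.899 and 0.950. It rose to 1.04 without the ABpI F/F mouse BG183 and fell to 0.809 without BG38.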

The separation between Ctrl and ABpI^F/+^ groups was largest, with the position of ABpI^F/F^ group shifted slightly towards the Ctrl group suggesting that there were fewer DEGs and DEPs in ABpI^F/F^ group than in ABpI^F/+^ group, as compared to the Ctrl group (Fig. 2A and B). Heatmaps of z-score–normalized gene and protein expression further confirmed distinct clustering by genotype (Supplementary Fig. 3 A and B).

**Fig. 2:**
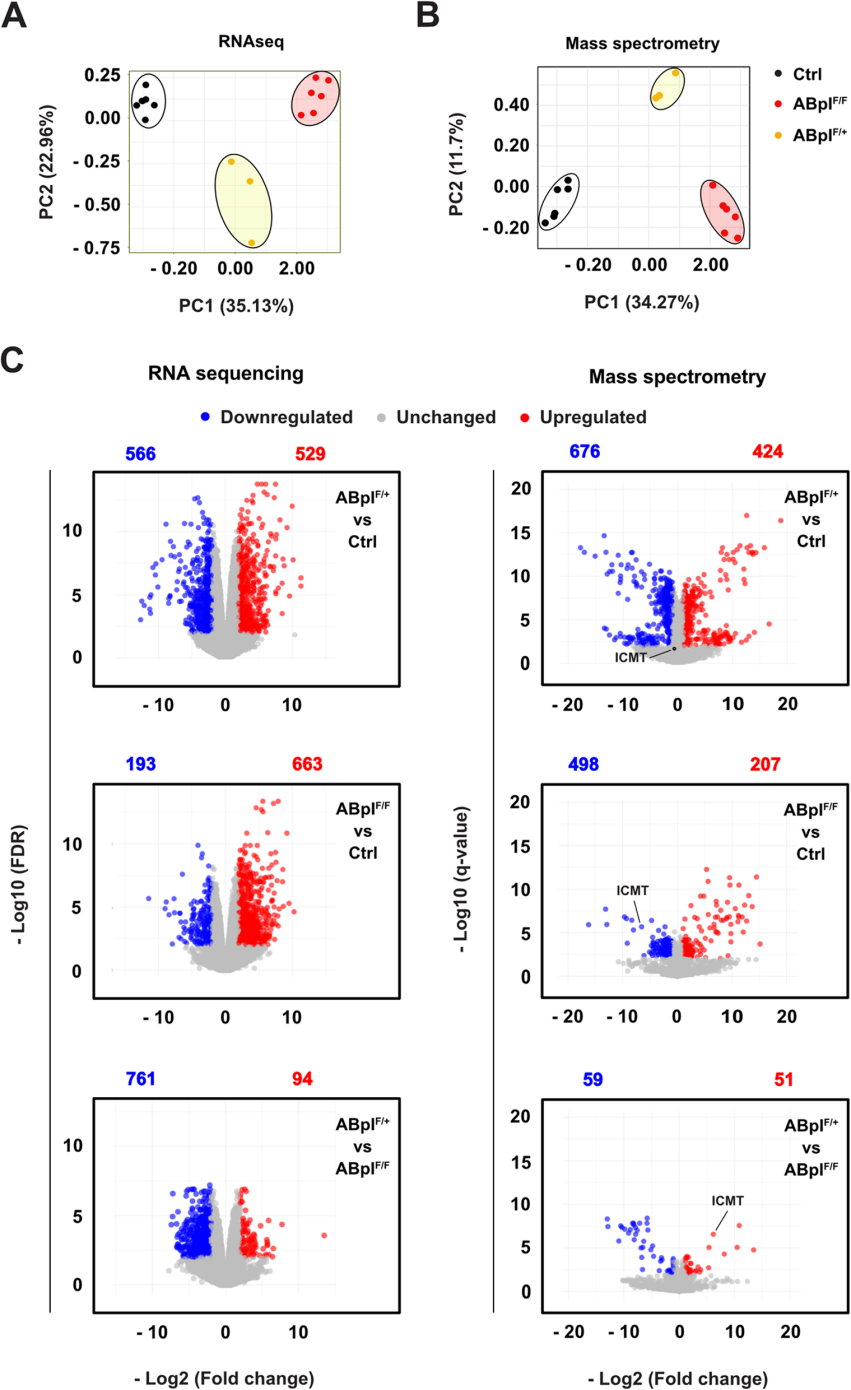
Transcriptomic and proteomic data identify three groups based on mouse genotypes. Principal component analysis of differentially-expressed genes obtained from **A** RNAseq (left) and **B** mass spectrometry (right) analyses. **C** Volcano plots showing significantly differentially expressed genes (left) and proteins (right) between indicated genotypes; downregulated (blue), unchanged (grey), and upregulated (red). Numbers above plots indicate total differentially expressed genes or proteins. The position of the ICMT protein is indicated on mass spectrometry plots

We identified 1,095 DEGs (529 upregulated, 566 downregulated) in ABpI^F/+^ vs Ctrl, 856 DEGs in ABpI^F/F^ vs Ctrl (663 upregulated, 193 downregulated), and 855 DEGs in ABpI^F/+^ vs ABpI^F/F^ (94 upregulated, 761 downregulated) (Fig. 2C; Supplementary Fig. 3 C). 

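With a 2-fold threshold and all 20380 genes that had a read in any mouse, 2729 genes were called in ABpI F/+ vs Ctrl, 1275 upregulated and 1454 downregulated. In ABpI F/F vs Ctrl 1883 genes were called, 1236 upregulated and 647 downregulated. For ABpI F/+ vs ABpI F/F 1969 genes were called, 478 upregulated and 1491 downregulated. The ABpI F/F group has 3 mice and the others 6, and fewer mice lower the number of genes that can be called. The numbers are therefore not measures of the size of the change on one scale. At an adjusted p under 0.01 and any fold change, edgeR called 5003, 2974 and 2976 genes. With an absolute log2 fold change of at least 2, a 4-fold change, the counts were 1095 (529 up, 566 down), 856 (663 up, 193 down) and 855 (94 up, 761 down). Without the ABpI F/F mouse BG38 the numbers called fell to 1212 in ABpI F/F vs Ctrl and to 1155 in ABpI F/+ vs ABpI F/F. A score of the circadian clock genes differed between the ABpI F/F mice and the others except the Ctrl mouse malpa387, and it was added to the fit as a covariate after seeing the data. With it 2704 genes were called in ABpI F/+ vs Ctrl, 587 in ABpI F/F vs Ctrl and 217 in ABpI F/+ vs ABpI F/F. The groups hold 67.9% of the variance of the score, so this fit cannot tell time of day and genotype apart. All ABpI F/+ and ABpI F/F mice carry another strain label than 5 of the 6 Ctrl mice.

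**Figure D1:**
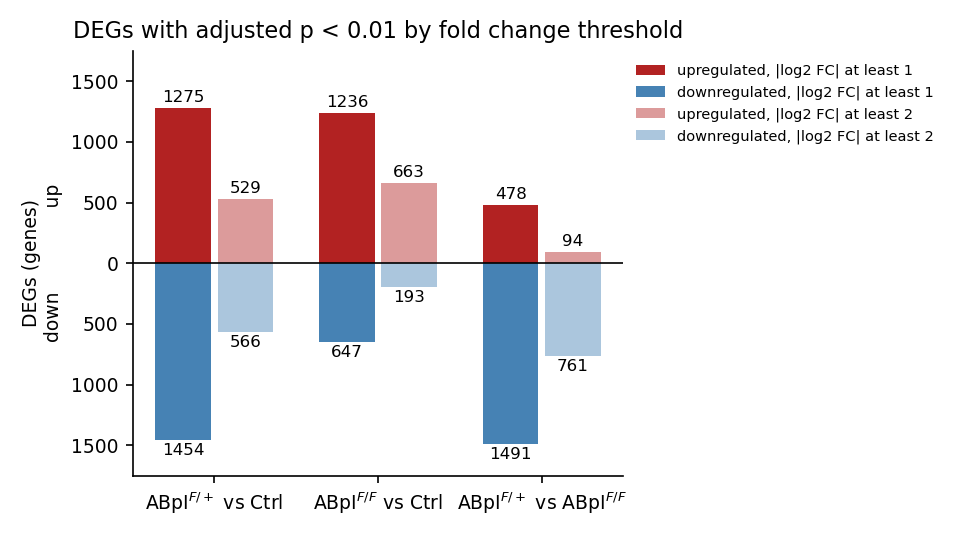
Number of genes called up and down (y axis) in the 3 comparisons (x axis) at an absolute log2 fold change of at least 1 and of at least 2. When ABpI F/+ was compared with ABpI F/F livers, 1491 of 1969 genes are down at the lower threshold and 761 of 855 at the higher one.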

MS identified 1,100 DEPs in ABpI^F/+^ vs Ctrl (424 upregulated, 676 downregulated), 705 DEPs in ABpI^F/F^ vs Ctrl (207 upregulated, 498 downregulated), and 110 DEPs in ABpI^F/+^ vs ABpI^F/F^ (51 upregulated, 59 downregulated) (Fig. 2C; Supplementary Fig. 3D). These data show that *Braf*^*V600E*^ expression induces widespread transcriptional and proteomic changes.

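The largest changes were taken among called genes with at least 5 CPM in one group and no overlap between the groups. One of the genes with the largest fitted rise in ABpI F/+ vs Ctrl was *Cacna1b* (Entrez 12287, chromosome 2, 24603860 to 24763200), which had at most 1 count in any Ctrl mouse, so that its rank is uncertain. It reached 26.1 ± 7.06 CPM (SD, n = 6) in ABpI F/+ mice, at least 212-fold higher (edgeR adjusted p = 2.03e-06). It was at 2.48, 30.7 and 4.50 CPM in the ABpI F/F mice BG183, BG38 and BG90, and their mean, at least 102-fold higher than in Ctrl, rests mainly on BG38. *Tff3*, on chromosome 17, rose from 0.249 ± 0.538 to 629 ± 173 CPM (SD, n = 6 each), a log2 fold change of 11.31 (standard error 0.86, edgeR adjusted p = 4.54e-07). Its Ctrl mean rests mainly on the mouse malpa387, at 1.34 CPM, without which the log2 fold change was 13.97. *Bex1*, on the X chromosome, rose from 0.0879 to 105 ± 32.2 CPM (SD, n = 6), and its log2 fold change was 10.15 (edgeR adjusted p = 1.70e-08). Among the largest fitted decreases were those of major urinary protein genes of chromosome 4, whose near-identical copies share reads, so that the value of a single gene is uncertain. *Mup15* was at least 1075-fold and *Mup11* at least 235-fold lower in ABpI F/+ than in Ctrl mice. *Mup17* fell from 263 ± 207 to 0.0548 CPM, with a log2 fold change of -12.12 (edgeR adjusted p = 6.97e-05). For ABpI F/F vs Ctrl the gene *Gldn* had a log2 fold change of 9.19 (standard error 0.37, edgeR adjusted p = 1.44e-11). *A1bg* fell from 1457 ± 580 CPM in Ctrl to 0.499 ± 0.249 (SD, n = 3) in ABpI F/F mice, a log2 fold change of -11.47 (edgeR adjusted p = 2.14e-06), and *Cyp3a41a* had one of -9.02 (edgeR adjusted p = 1.36e-05). *Dct* was at least 64.0-fold lower in ABpI F/F than in Ctrl mice.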

### Differentiation and metabolism are the most affected biological processes

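Supplementary Table 3 lists genes by Gene Ontology term, and the study chose them on these same mice, so their counts are a description and not independent evidence. Of 41 genes listed under tube morphogenesis, 40 were found in the counts and 40 were called upregulated in ABpI F/+ vs Ctrl, with a median log2 fold change of 3.34. Under positive regulation of developmental process 57 of 57 genes found were upregulated (median 3.45). Of these lists, 10 and 12 genes had a mean under 1 CPM. All 19 genes under xenobiotic metabolic process and all 41 under fatty acid metabolic process were downregulated, with medians of -2.93 and -2.77. Gene lists written without reference to these mice were compared by camera, a competitive set test with a preset correlation between genes. The 36 genes of fatty acid and lipid metabolism had a median log2 fold change of -1.65 in ABpI F/+ vs Ctrl (camera adjusted p = 3.06e-15), with 23 genes downregulated, and 23 when adjusted over the list alone. Among 30 lists in 3 comparisons, 53 of 90 tests had a camera adjusted p under 0.05. Of these 50 also had an adjusted p under 0.05 in fry, a rotation test. The exceptions were the adhesion and chemotaxis list in ABpI F/+ vs Ctrl and the acute phase and the fatty acid lists in ABpI F/+ vs ABpI F/F. With the correlation estimated from the data, the alternative that moved the lists most, 1 remained, the female-biased liver genes in ABpI F/F vs Ctrl.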

Gene Ontology (GO) analysis of DEGs (Fig. 3) revealed that upregulated biological processes in the livers of ABpI^F/+^ mice as compared to the Ctrl livers were mostly related to differentiation (e.g. tube morphogenesis, positive regulation of developmental processes, tissue and cell development, cell differentiation), whereas downregulated biological processes were mostly related to metabolism (e.g. xenobiotic metabolic processes, fatty acid metabolic processes, lipid metabolic processes, small molecule biosynthetic processes). 

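When ABpI F/F was compared with Ctrl livers, 25 of the 40 tube morphogenesis genes of Supplementary Table 3 were upregulated (median log2 fold change 2.62), as were 42 of the 57 genes for positive regulation of developmental process (median 3.08). The 41 genes of an adhesion and chemotaxis list rose by a median of 1.20 (camera adjusted p = 3.08e-05). The median was 1.09 with genes near 0 counts set to their bound, and 10 genes were upregulated, or 12 adjusted over the list alone. Fatty acid and lipid metabolism genes had a median of -1.71 (camera adjusted p = 2.95e-26), and 23 of 36 were downregulated (24 adjusted over the list alone). The 28 genes of steroid, cholesterol and bile acid metabolism had a median of -1.05 (camera adjusted p = 6.20e-13). Of these 10 were downregulated, and 14 adjusted over the list alone. For 27 genes of arachidonic acid metabolism the median was also -1.05 (camera adjusted p = 4.37e-07), with 12 genes downregulated and 2 upregulated by either adjustment. Of the genes the study lists as downregulated in ABpI F/+ livers, 14 of 19 for xenobiotic and 37 of 41 for fatty acid metabolism were also downregulated in ABpI F/F vs Ctrl.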

Processes most significantly upregulated in the livers of ABpI^F/F^ mice as compared to the livers of Ctrl mice, in addition to differentiation, were related to cell movement and intracellular signaling (e.g. taxis, cell adhesion, cell migration, regulation of cell signaling and communication), whereas downregulated biological processes, akin to ABpI^F/+^ mice, were mostly related to metabolism (e.g. arachidonic acid metabolic processes, fatty acid metabolic processes, organic acid metabolic processes, steroid metabolic processes, lipid biosynthetic processes, small molecule metabolic processes). Taken together, these data suggest that the major role of *Braf*^*V600E*^ oncogene expression in the livers of both ABpI^F/+^ and ABpI^F/F^ mice is deregulation of differentiation and resultant downregulation of metabolic processes.

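Of the genes called in ABpI F/+ vs Ctrl, 581 were upregulated and 386 downregulated in ABpI F/F vs Ctrl as well, and 24 changed in opposite directions. Across all genes with at least 1 CPM, 67.6% had the same sign in both comparisons. Both share the Ctrl mice, and in 20 simulated data sets without an effect of either genotype 63.4% did. The Spearman correlation of the log2 fold changes across genes, which are not independent replicates, was 0.50 against a simulated 0.381. With 3 Ctrl mice for one comparison and the other 3 for the other, so that no mouse is shared, the correlation was 0.448 on average over all 20 splits (0.369 to 0.522), and 65.0% of the genes had the same sign (60.6 to 68.3%). In a list of 24 genes induced by ERK signaling, downstream of *Braf*, the median log2 fold change was 1.90 in ABpI F/+ vs Ctrl (camera adjusted p = 6.23e-06) and 1.69 in ABpI F/F vs Ctrl (camera adjusted p = 3.18e-07). With genes near 0 counts at their bound these medians were 1.78 and 1.07. In the first comparison 14 of the list were upregulated and 2 downregulated, by either adjustment. In the second 11 were upregulated (13 adjusted over the list alone) and 1 downregulated. From the processes enriched in both comparisons, the paper proposes that the oncogene acts mainly by deregulating differentiation, and that the fall in metabolic processes results from it.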

**Fig. 3:**
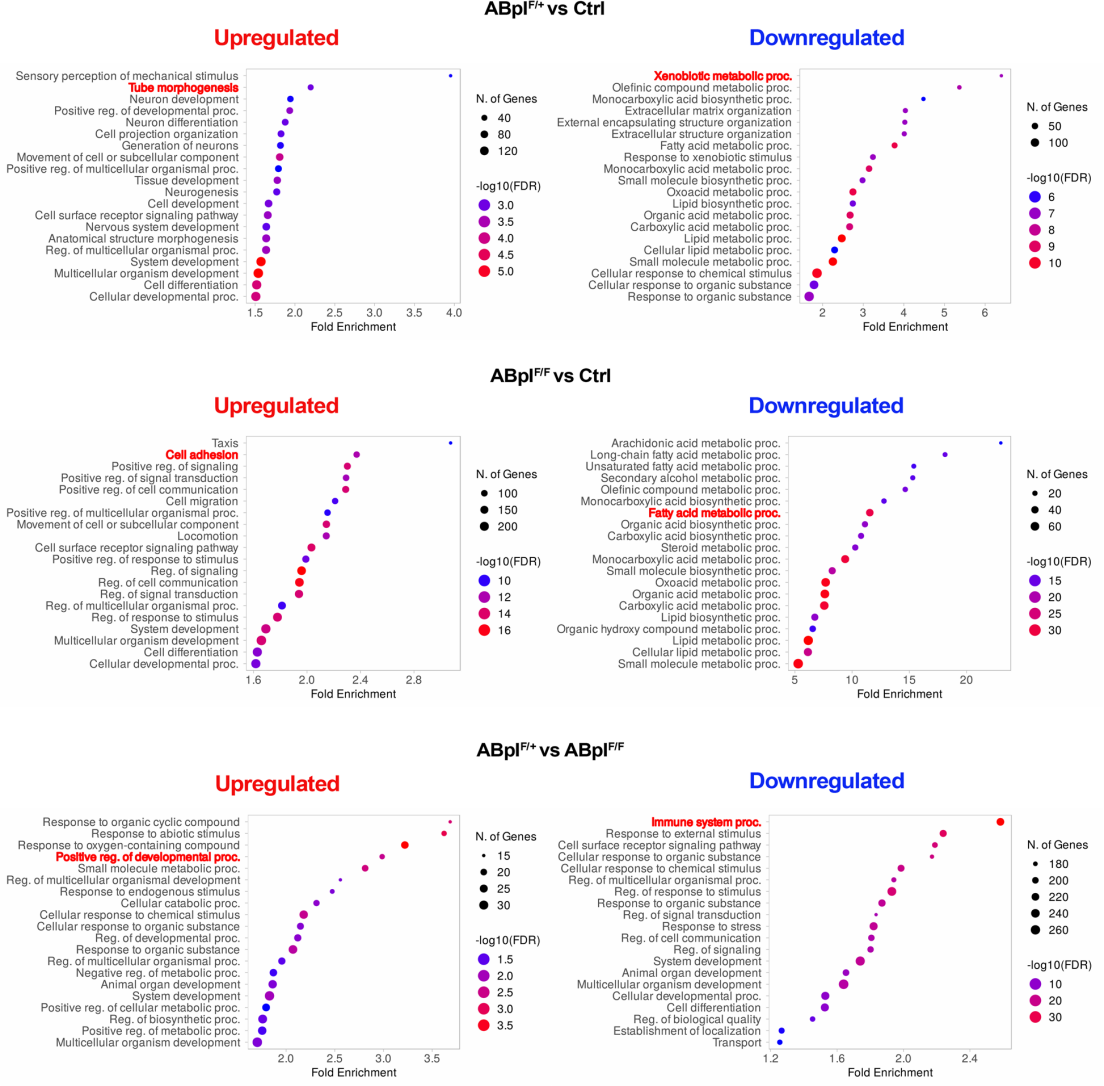
Significantly enriched biological processes identified by transcriptomic analysis. Gene ontology terms of upregulated (left) and downregulated (right) biological processes from RNA sequencing comparisons. Dot size represents the number of genes; dot color indicates FDR. Processes also shown as heatmaps in Supplementary Fig. 4 are highlighted in bold red

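In ABpI F/+ vs ABpI F/F, a list of 27 interferon response genes had a median log2 fold change of -2.32 (camera adjusted p = 5.70e-21), and 26 were downregulated, also when adjusted over the list alone. Its most changed members were *Oas3* and *Oasl2*. A list of 24 T and B lymphocyte genes had a median of -1.86 (camera adjusted p = 9.44e-06), with 7 genes downregulated, or 13 adjusted over the list alone. For 20 genes of macrophages and Kupffer cells the median was -1.37 (camera adjusted p = 5.38e-06), with 12 genes downregulated, or 14 adjusted over the list alone. The 26 collagen and fibrosis genes had a median of -2.40 (camera adjusted p = 2.21e-16), and 23 of them were downregulated (24 adjusted over the list alone). The paper's staining for collagen went the other way, with more in ABpI F/+ than in ABpI F/F livers. Of the 29 genes listed in the study under extracellular matrix organization, 23 were downregulated in ABpI F/+ vs ABpI F/F, with a median of -2.31. In the other direction, 21 genes of hepatocyte identity and secretion had a median of 0.54 (camera adjusted p = 7.73e-07), with 8 upregulated by either adjustment. The gene *Slfn4* had a log2 fold change of -6.59 (edgeR adjusted p = 0.000350). It was at 0.424, 34.6 and 7.90 CPM in the ABpI F/F mice BG183, BG38 and BG90, and at 0.143 ± 0.137 CPM (SD, n = 6) in ABpI F/+ mice.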

When comparing livers from ABpI^F/+^ mice to livers from ABpI^F/F^ mice, we found that biological processes most significantly upregulated were related to metabolism and differentiation (e.g. response to organic cyclic compounds, response to abiotic stimulus, response to oxygen-containing compounds, positive regulation of developmental processes, small molecule metabolic processes), while immune- and development-related processes were downregulated (e.g. innate immune response, response to external stimulus, cell surface receptor signaling pathway, system development, cell differentiation). Genes contributing to the representative enriched pathways are summarized in Supplementary Table 3, and heatmaps of DEGs for representative biological processes are presented in Supplementary Fig. 4.

GO analysis of DEPs (Fig. 4) revealed that blood coagulation and hemostasis were the most significantly upregulated biological processes in ABpI^F/+^ mice as compared to the livers of Ctrl mice, and ABpI^F/F^ mice as compared to the livers of Ctrl mice (e.g. regulation of blood coagulation, regulation of hemostasis). In ABpI^F/F^ mice upregulated processes included immune and inflammatory responses (e.g. inflammatory response, defense response, immune system processes). Downregulated processes were consistently related to metabolic pathways (e.g. acyl-CoA metabolic processes, fatty acid metabolic processes, small molecule catabolic processes, lipid metabolic processes). Comparing the livers of ABpI^F/+^ and ABpI^F/F^ mice revealed upregulated metabolic and immune function-related processes (e.g. positive regulation of cholesterol esterification, complement activation, nucleoside metabolic processes), while downregulated biological processes related to the DNA repair pathway, mitosis and immune response (e.g. double strand break repair, mitotic DNA replication, response to interferon beta, response to cytokine). Proteins contributing to the representative enriched pathways are summarized in Supplementary Table 4, and heatmaps of DEPs for representative biological processes are presented in Supplementary Fig. 5.

**Fig. 4:**
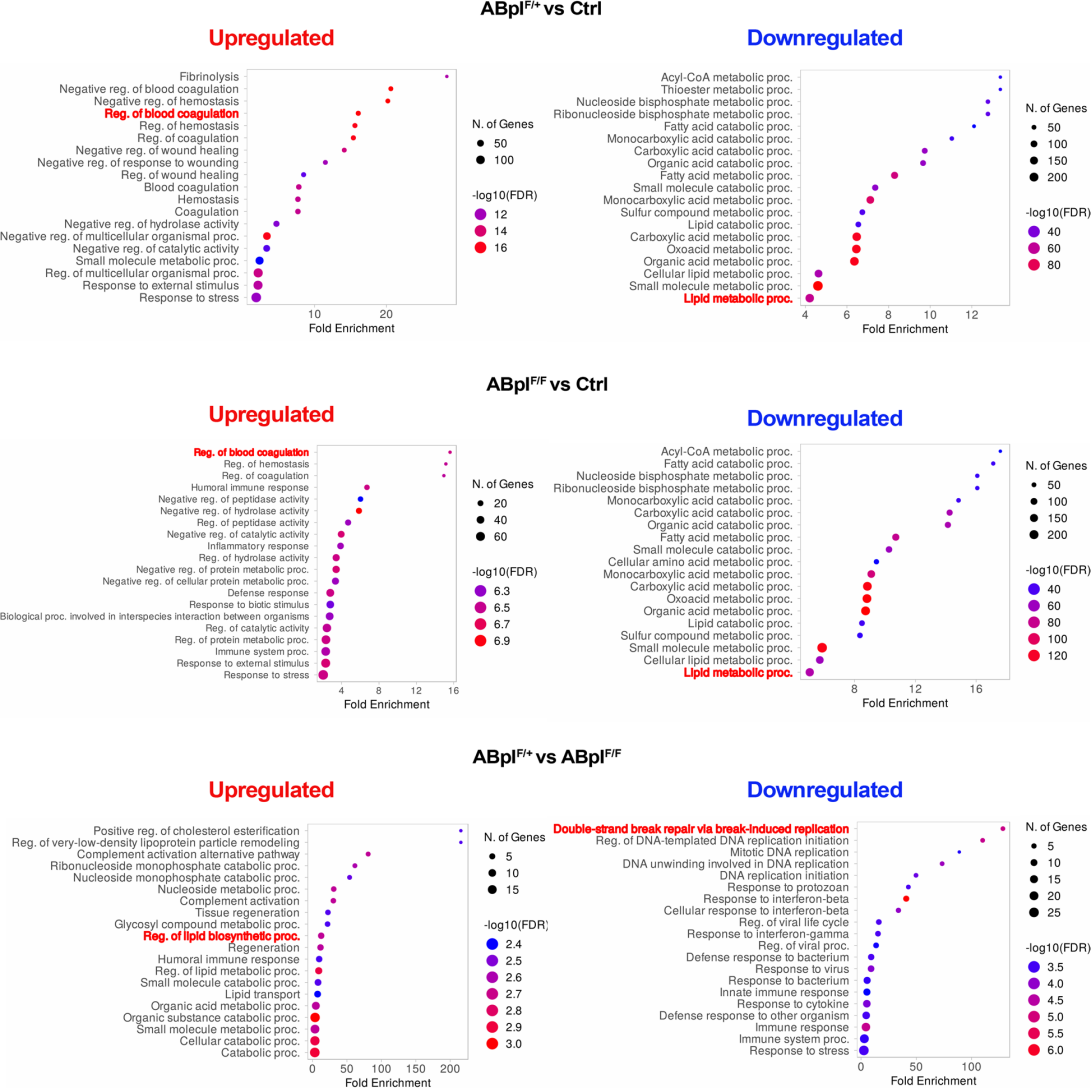
Significantly enriched biological processes identified through proteomic analysis. Gene ontology terms of upregulated (left) and downregulated (right) biological processes from mass spectrometry data. Dot size represents the number of proteins; dot color indicates FDR. Processes also shown as heatmaps in Supplementary Fig. 5 are highlighted in bold red

In summary, *Braf*^*V600E*^ expression profoundly disrupted differentiation, metabolism, and hemostasis in the liver—effects partially reversed by *Icmt* deletion. Moreover, transcriptomic data highlighted altered cell differentiation, while proteomic analysis pointed to abnormal coagulation, consistent with observed vascular occlusions. 

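The reversal was measured on the genes called in ABpI F/+ vs Ctrl. Of the 1275 upregulated genes, 37.3% had an ABpI F/F mean nearer to the Ctrl mean than to the ABpI F/+ mean, and 255 (20.0%) were also called in ABpI F/+ vs ABpI F/F in the direction of a return. Of the 1454 downregulated genes, 59.6% lay nearer Ctrl and 670 (46.1%) were called on the return. Further from Ctrl in ABpI F/F than in ABpI F/+ mice were 26 of the upregulated and 9 of the downregulated genes by the same test. The median log2 fold change of the upregulated genes was 1.77 in ABpI F/+ and 1.28 in ABpI F/F mice. It was -1.75 and -0.57 for the downregulated ones. In 20 data sets simulated without any return, 4.05% and 2.57% of the genes lay nearer Ctrl. With genes chosen on 3 Ctrl and 3 ABpI F/+ mice and measured on the others, over 50 draws, the shares were 38.6% and 48.1%. At an absolute log2 fold change of at least 2, the alternative that moved the upregulated genes most, their share was 25.0%. The share of the upregulated genes was 42.3, 33.6 and 39.8% when measured on the ABpI F/F mice BG183, BG38 and BG90 singly, and that of the downregulated genes 64.5, 56.3 and 58.3%. With the clock gene score as a covariate, chosen after seeing the data, 89 of the upregulated and 74 of the downregulated genes were called in ABpI F/+ vs ABpI F/F in the direction of a return. The groups hold 67.9% of the variance of that score, so the lower numbers cannot be assigned to time of day or to genotype.

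**Figure D2:**
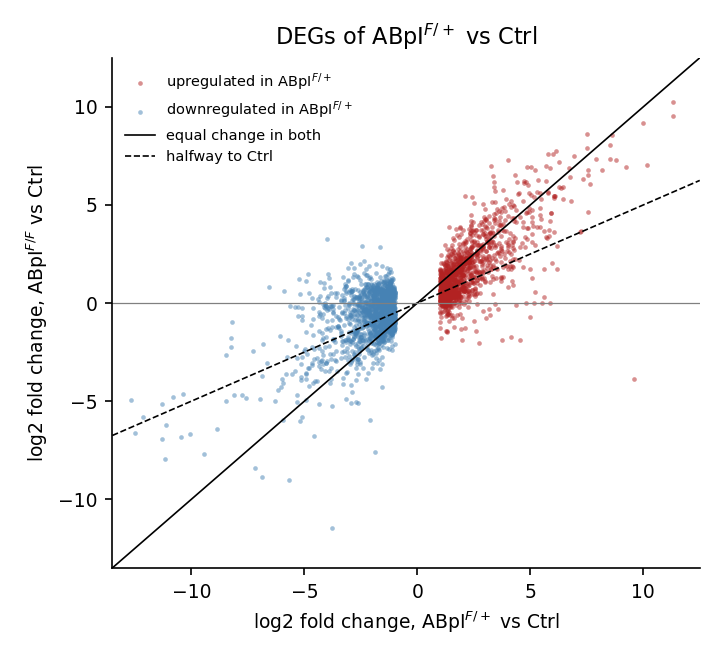
Log2 fold change in ABpI F/F vs Ctrl (y axis) against that in ABpI F/+ vs Ctrl (x axis) of the genes called in ABpI F/+ vs Ctrl, 1 point per gene, with lines for an equal change and for a return halfway to Ctrl. Of the upregulated genes 37.3% and of the downregulated genes 59.6% lie nearer Ctrl in ABpI F/F mice.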

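At the RNA level, a list of 24 coagulation genes made by the liver had a median log2 fold change of 0.32 in ABpI F/+ vs Ctrl (camera adjusted p = 0.0194), with 4 genes upregulated and none downregulated, also when adjusted over the list alone. In the fits leaving out 1 mouse each the median stayed between 0.28 and 0.39. Without the Ctrl mouse malpa387 it was 0.34 and the adjusted p was 0.0519. In ABpI F/F vs Ctrl the median was 0.30 (camera adjusted p = 0.0977, fry adjusted p = 0.0354), with 6 genes upregulated by either adjustment. For ABpI F/+ vs ABpI F/F it was 0.07 (camera adjusted p = 0.329).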

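In RNA of ABpI F/+ vs Ctrl livers, the 28 genes of steroid, cholesterol and bile acid metabolism had a median log2 fold change of -0.78 (camera adjusted p = 4.56e-07), with 10 downregulated by either adjustment. Arachidonic acid metabolism genes had a median of -0.70 (camera adjusted p = 6.86e-06), with 11 of 27 downregulated, 12 adjusted over the list alone, and 1 upregulated. Many metabolic genes are expressed by the hepatocytes around the central vein. A list of 21 such genes had a median of -1.35 in ABpI F/+ vs Ctrl (camera adjusted p = 2.71e-07), with 12 downregulated, or 13 adjusted over the list alone. For ABpI F/F vs Ctrl its median was -1.84 (camera adjusted p = 2.70e-11), with 13 downregulated and 1 upregulated, or 15 and 2 adjusted over the list alone.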

Metabolic pathways were significantly downregulated in both datasets.

### ApoA1 overexpression in ABpI^F/+^ mice may contribute to vascular congestion

Coomassie staining of liver protein extracts revealed a prominent 25 kDa band in ABpI^F/+^ mice, less intense in ABpI^F/F^, and weak in Ctrl mice (Fig. 5A). Mass spectrometry identified Apolipoprotein A1 (ApoA1) as the major component of this band (Fig. 5B, and Supplementary Table 5). Immunoblotting confirmed ~ 30-fold higher ApoA1 expression in ABpI^F/+^ mice compared to Ctrl, and ~ threefold lower in ABpI^F/F^ mice compared to ABpI^F/+^ mice (Fig. 5C). Congruently, ApoA1 also contributed to the most significantly changed biological processes (positive regulation of cholesterol esterification and regulation of very-low-density lipoprotein particle remodeling) when comparing liver proteomes between ABpI^F/F^ vs Ctrl mice, and ABpI^F/+^ vs ABpI^F/F^ mice (Supplementary Table 4, and Supplementary Fig. 5). Other proteins in the same band included glutathione S-transferase isoforms of similar molecular weight (Fig. 5B and Supplementary Table 5). Given that ApoA1 is a major HDL component [33] and is secreted into circulation, we hypothesize it may accumulate in liver vasculature, as observed in ABpI^F/+^ and ABpI^F/F^ mice, and previously suggested [34]. Immunohistochemistry confirmed ApoA1 presence in both liver parenchyma and vessel-occluding material in ABpI^F/+^ and ABpI^F/F^ mice (Fig. 5D).

**Fig. 5:**
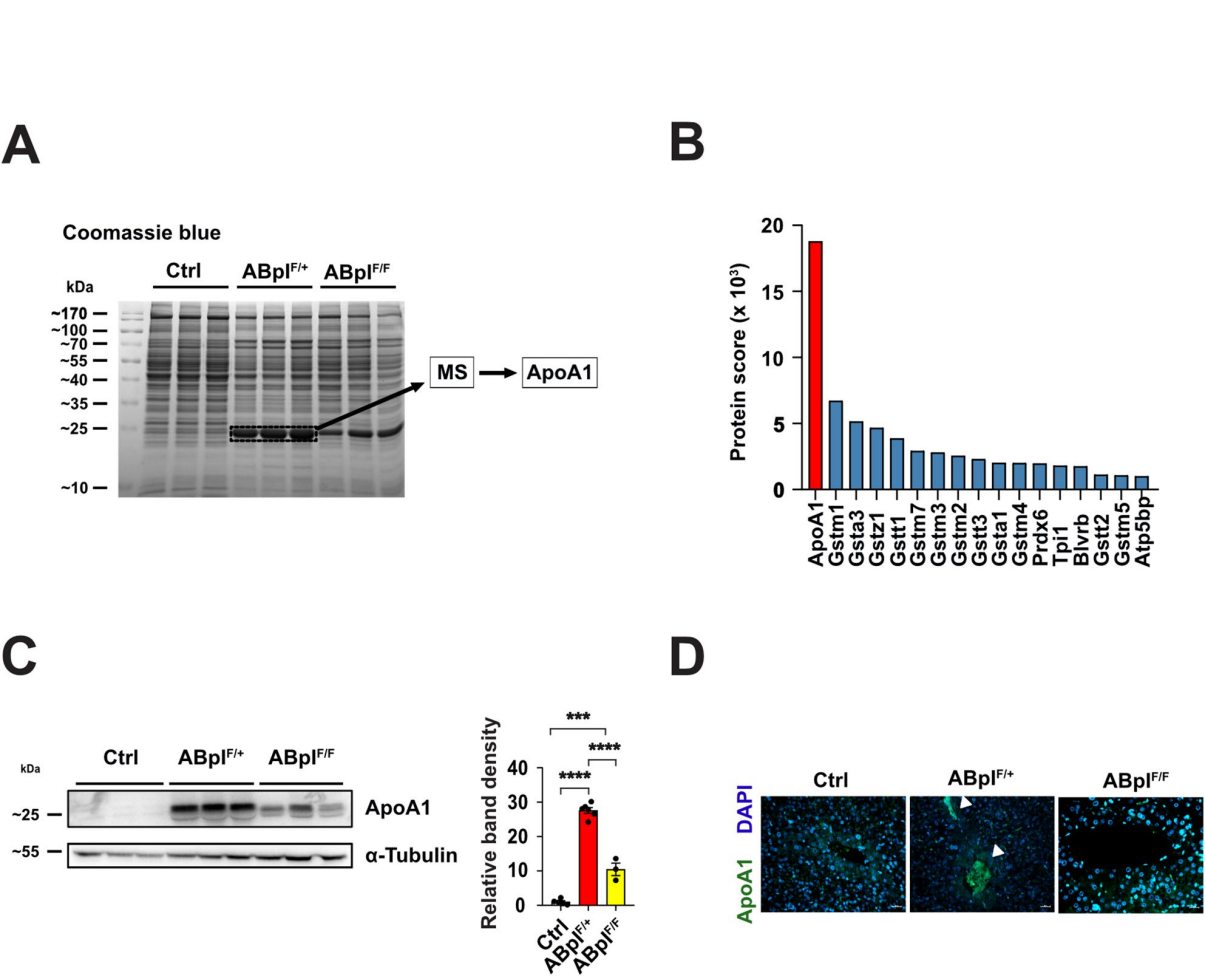
ApoA1 protein is overexpressed in ABpI^F/+^ mice and localizes to congested vessels. **A** Twenty µg of total liver protein from each genotype (*n* = 3) was run on a 12% acrylamide gel and stained with Coomassie blue. The boxed protein band was excised for mass spectrometry identification. **B** Bar graph of proteins with enrichment scores ≥ 1000 from the analyzed band. **C** Immunoblot detecting ApoA1 protein in liver extracts of mice with respective genotypes. Right, quantification of bands density relative to α-Tubulin. **D** Immunofluorescent staining of liver sections; scale bar, 50 µm. White arrowheads indicate ApoA1 staining within congested blood vessels

Thus, ApoA1 was significantly overexpressed in ABpI^F/+^ livers and accumulated in blood vessels, possibly contributing to congestion. *Icmt* deficiency reduced ApoA1 accumulation which may help explain the reduced vascular pathology and extended survival observed in ABpI^F/F^ mice.

## Discussion

This study aimed to elucidate the role of ICMT in liver cancer using a genetically engineered mouse model combining liver-specific expression of oncogenic *Braf*^*V600E*^, deletion of *Trp53*, and either one or two deleted alleles of the *Icmt* gene.

We found that ABpI^F/+^mice were initially healthy, however, starting from ~ 7 weeks of age, began to deteriorate rapidly, showing weight loss, poor condition, and reduced survival. Some mice suffered fatal intraperitoneal hemorrhages [35]. Consistent with prior reports [35–37], these mice also developed hepatomegaly. Histological examination showed widespread vascular congestion, likely due to thrombi, as the obstructing material contained cleaved fibrinogen and ApoA1. This aligns with studies linking BRAF mutations to platelet activation and thrombosis, which could be mitigated by anti-thrombotic treatments like aspirin [36]. We propose that vascular congestion impaired liver perfusion, increased local blood pressure, and promoted vessel rupture, contributing to weight loss and early mortality.

Remarkably, homozygous deletion of *Icmt* reversed many of these pathologies. ABpI^F/F^ mice showed normal weight gain and improved general health, with reduced vascular congestion and normalized fibrosis despite persistent hepatomegaly. These findings are consistent with our hypothesis that blood vessel congestion is the main contributor to health deterioration and mortality observed in ABpI^F/+^ mice. Moreover, fibrosis in ABpI^F/F^ mice was normalized to control values suggesting less tissue damage.

The mechanisms through which deletion of *Icmt* gene contributed to the improved disease phenotypes are unclear. BRAF^V600E^ is not a CAAX motif-containing protein and therefore is unlikely to be a direct substrate of ICMT. However, deletion of *Icmt* gene has previously been shown to block oncogenic transformation of murine fibroblasts induced by *Braf*^*V600E*^ expression[17], yet the mechanism remains unclear and requires further investigation.

The ICMT enzyme has been previously suggested as a viable target for liver cancer therapy; knockdown of the *ICMT* in human HCC cell lines using siRNA inhibited their growth, survival and migration, whereas ectopic expression of ICMT had an opposite effect [18]. Moreover, deletion of *Icmt* effectively ameliorated diseases phenotypes (reduced splenomegaly and growth factor-independent colony growth of splenocytes) in a mouse model of myeloproliferative diseases and lung cancer driven by expression of *Kras*^*G12D*^ [16]. In addition, deletion of *Icmt* in mouse embryonic fibroblasts blocked their transformation by *Braf*^*V600E*^ oncogene [17]. We found that, in the absence of *Icmt*, liver tumors developed with 100% penetrance; however, this observation should be interpreted with caution, as the number of mice analyzed was very small (three female mice), limiting the statistical power and generalizability of our findings. For this reason, it is difficult to assess whether *Icmt* deletion affected liver tumor development in any meaningful way. Moreover, the absence of viable male mice with the ABpI^F/F^ genotype precludes any conclusions regarding the impact of *Icmt* allele deletion on liver tumor development in males. It is possible that fibroblasts and hepatocytes differ in their requirements for ICMT in *Braf*^*V600E*^-induced oncogenic transformation. BRAF protein, in contrast to proteins such as KRAS, does not contain a CAAX motif and is therefore unlikely to be a direct target of ICMT. Moreover, and perhaps more importantly, hepatocytes are highly polyploid cells; up to 90% of rodent hepatocytes have been shown to be polyploid [31], which makes efficient deletion of the *Icmt* gene more challenging than in diploid cells, due to the higher number of alleles that must be excised by Cre recombinase to achieve complete gene inactivation. Consequently, we cannot exclude the possibility of incomplete *Icmt* deletion, with residual ICMT protein levels being sufficient to sustain tumor development.

Nevertheless, our findings question the validity of ICMT as a therapeutic target in HCC. Accordingly, an earlier report showed that *Icmt* deletion caused a dramatically accelerated tumor progression in a mouse model of *Kras*^*G12D*^-driven pancreatic adenocarcinoma [38].

Interestingly, sarcomatoid subcutaneous metastases with collagen deposition were observed only in ABpI^F/+^. Although we do not know at present which cell type they were derived from, it is tempting to speculate that cells residing in collagen-enriched areas around portal tracts might be implicated. For example, cholangiocarcinoma (malignancy derived from transformed cholangiocytes) was reported to generate sarcomatoid tumors in patients [39, 40]. The fact that we did not detect metastases in ABpI^F/F^ mice may be simply due to the low number of mice, the significantly lower periportal fibrosis in ABpI^F/F^ mice, or an anti-metastatic effect of *Icmt* deletion.

The lower-than-expected birth rate of ABpI^F/F^ mice may stem from the hypomorphic nature of the *Icmt*^*flx*^ allele (it is expressed at a lower level even in the absence of Cre-mediated excision) [41], and the known embryonic lethality of full *Icmt* knockout by E12.5 [42]. Therefore, partial downregulation of *Icmt* expression may cause substantial embryonic lethality as well, and raises the possibility that reduced *Icmt* expression after birth may contribute to the disease amelioration observed in ABpI^F/F^ mice.

In order to get insight into the molecular mechanisms of the observed phenotypes, we determined changes in transcriptomes and proteomes. PC analysis of both RNAseq and MS datasets revealed well separated clustering of mice depending on genotypes. The largest number of DEGs and DEPs were detected between ABpI^F/+^ vs Ctrl mice, followed by ABpI^F/F^ vs Ctrl mice, and ABpI^F/+^ and ABpI^F/F^ mice.

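The order of the lower numbers depended on the threshold and on single mice. At a 2-fold change edgeR called more genes in ABpI F/+ vs ABpI F/F than in ABpI F/F vs Ctrl, and at a 4-fold change the counts of these comparisons differed by a single gene. With DESeq2 in place of edgeR, 3084 genes were called in ABpI F/+ vs Ctrl, 2241 in ABpI F/F vs Ctrl and 2465 in ABpI F/+ vs ABpI F/F. When each comparison was fitted on its own mice alone, 2770, 1734 and 1583 genes were called. With 1 mouse left out, 5 of 15 fits gave more genes in ABpI F/F vs Ctrl, as without the ABpI F/+ mouse BG55 (1887 and 1668).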

GO analysis of DEGs between ABpI^F/+^ and ABpI^F/F^ mice revealed that the upregulated processes were related to differentiation, adhesion, and signaling; whereas downregulated processes were related to metabolism. 

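The gene lists of Supplementary Table 3 were chosen for their change in ABpI F/+ vs Ctrl on these same mice. A smaller change in another comparison is therefore in part by construction. In ABpI F/+ vs ABpI F/F the changes were smaller than in ABpI F/+ vs Ctrl in 4 of these lists. They were not clearly smaller in the extracellular matrix organization list, whose median log2 fold change was -2.31 against -2.60 in ABpI F/+ vs Ctrl. Of the 40 tube morphogenesis genes 9 were upregulated and 2 downregulated (median log2 fold change 0.64). Among the 57 genes for positive regulation of developmental process 10 were upregulated and 3 downregulated (median 0.76). Of the 19 xenobiotic metabolism genes 5 were downregulated and 1 upregulated (median -0.62). Of the 41 fatty acid metabolism genes 11 were downregulated and 2 upregulated (median -0.73).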

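Lists of genes not drawn from these mice also separated the ABpI F/+ and ABpI F/F groups. The adhesion and chemotaxis list had a median log2 fold change of -1.87 in ABpI F/+ vs ABpI F/F (camera adjusted p = 8.27e-10), or -1.76 with genes near 0 counts at their bound. Of its 41 genes 21 were downregulated, and 24 adjusted over the list alone. Genes of the hepatocytes around the portal vein had a median of 0.85 (camera adjusted p = 0.00407), with 8 of 18 upregulated and 2 downregulated, or 9 and 3 adjusted over the list alone. Fatty acid and lipid metabolism genes had a median of 0.20 (camera adjusted p = 0.0146, fry adjusted p = 0.181). Of these 1 was upregulated and 0 adjusted over the list alone, and the median was 0.05 without the ABpI F/F mouse BG38 and 0.45 without BG183. The medians of steroid and arachidonic acid metabolism genes were both 0.24, with camera adjusted p = 0.114 and 0.329. Of the first 4 were upregulated and 1 downregulated (5 and 1 adjusted over the list alone), and of the second 3 and 6 (5 and 6). *Car3*, among the genes lower in ABpI F/+ than in ABpI F/F livers by the largest amounts, fell from 427 ± 139 CPM in Ctrl to 1.37 ± 1.23 (SD, n = 6 each) in ABpI F/+ and was at 125 ± 153 (SD, n = 3) in ABpI F/F mice. Its log2 fold change in ABpI F/+ vs ABpI F/F was -6.48 (edgeR adjusted p = 0.000238). It was -4.75 without BG183, which had 300 CPM against 15.0 in BG38 and 60.8 in BG90, and -7.01 without BG38.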

Comparison between ABpI^F/+^ and ABpI^F/F^ mice revealed that the upregulated processes were related to metabolism and downregulated process to immune system regulation. It is noteworthy, that *Sox9*, a marker of cells with progenitor characteristics forming ductular reaction [43, 44], was common among genes enriched in many of the differentiation-related processes (Supplementary Fig. 4, and Supplementary Table 3). 

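*Sox9* (Entrez 20682) lies on chromosome 11 of GRCm38 from 112782210 to 112787757. Its expression was 2.96 ± 0.670 CPM (SD, n = 6) in Ctrl, 18.2 ± 5.36 (SD, n = 6) in ABpI F/+ and 38.7 ± 14.0 (SD, n = 3) in ABpI F/F livers. The log2 fold change was 2.61 in ABpI F/+ vs Ctrl (standard error 0.23, edgeR adjusted p = 8.84e-08) and 3.70 in ABpI F/F vs Ctrl (standard error 0.26, edgeR adjusted p = 1.59e-08). When ABpI F/+ was compared with ABpI F/F livers, it was -1.09 (standard error 0.25, edgeR adjusted p = 0.00405), and 4 of the 6 ABpI F/+ mice lay below every ABpI F/F mouse. Left out singly, BG38 (-0.88), BG90 (-0.99), BG55 (-0.99) and BG88 (-0.99) each brought that value below the threshold. A list of 20 cholangiocyte and ductular genes, which holds *Sox9*, had a median log2 fold change of 0.11 in ABpI F/+ vs Ctrl (camera adjusted p = 0.720), with 5 genes upregulated and 2 downregulated by either adjustment. When ABpI F/F was compared with Ctrl livers, its median was 2.05 (camera adjusted p = 6.43e-09), or 1.81 with genes near 0 counts at their bound. There 15 of the 20 genes were upregulated, and 16 adjusted over the list alone. In ABpI F/+ vs ABpI F/F the median was -1.81 (camera adjusted p = 2.63e-08), or -1.65 with such genes at their bound, and 11 were downregulated (15 adjusted over the list alone).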

On the contrary, several of the downregulated genes belonged to the cytochrome P450 family (*Cyp2* and *Cyp4*) (Supplementary Fig. 4 and Supplementary Table 3) contributing to the decreased metabolic abilities. This suggests that *Braf*^*V600E*^ expression might have caused hepatocyte dedifferentiation and decreased their metabolic properties, as previously demonstrated [45]. 

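Among the genes with at least 1 CPM were 35 of the *Cyp2* and 11 of the *Cyp4* family. Of the 46 together, 20 were downregulated and 3 upregulated in ABpI F/+ vs Ctrl, with a median log2 fold change of -0.91. In ABpI F/F vs Ctrl 21 were downregulated and 3 upregulated (median -1.03). For ABpI F/+ vs ABpI F/F 5 were downregulated and 6 upregulated, with a median of 0.19. Without the ABpI F/F mouse BG38 that median was 0.07, with 8 downregulated and 3 upregulated, and without BG183 or BG90 2 or 3 were downregulated. With all 73 family members, however low, the medians against Ctrl moved most, to -0.65 in ABpI F/+ and -0.64 in ABpI F/F mice. *Cyp2j5* had a log2 fold change of -4.57 in ABpI F/+ vs Ctrl (standard error 0.20, edgeR adjusted p = 2.51e-13) and -2.35 in ABpI F/F vs Ctrl. *Cyp2f2* had -4.91 (edgeR adjusted p = 3.70e-08) and -3.61. *Cyp2c69* fell more in ABpI F/F (-5.11) than in ABpI F/+ mice (-2.93), as did *Cyp4a10* (-4.28 and -1.57), and both were called in ABpI F/+ vs ABpI F/F (2.18 and 2.71). *Cyp4a31* rose in both groups (1.67 and 2.65). The *Cyp2c* and *Cyp4a* genes share reads with close paralogs, so their single values are uncertain.

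**Figure D3:**
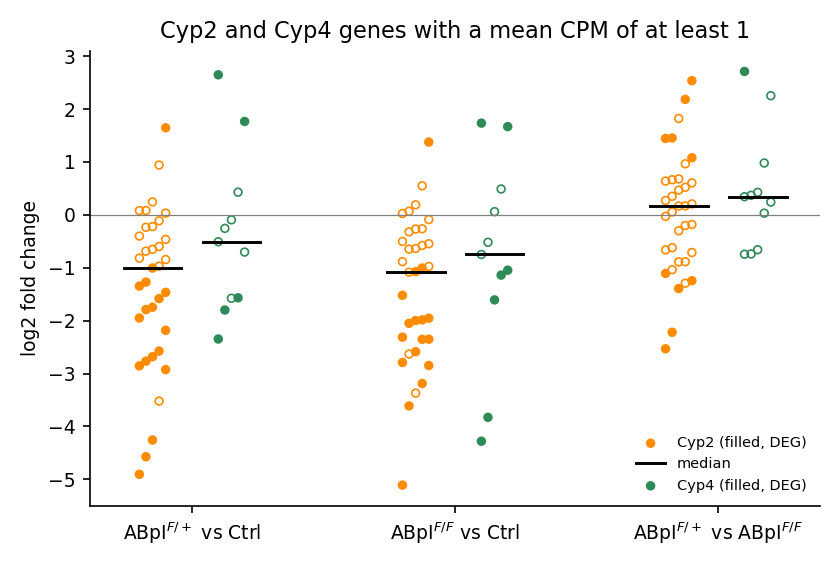
Log2 fold change (y axis) of the 46 *Cyp2* and *Cyp4* genes in each of the 3 comparisons (x axis), 1 point per gene, filled where the gene was called, with the median of each family as a black bar. The medians in ABpI F/+ vs Ctrl, ABpI F/F vs Ctrl and ABpI F/+ vs ABpI F/F are -1.01, -1.07 and 0.17 for *Cyp2* and -0.51, -0.75 and 0.34 for *Cyp4*; without the ABpI F/F mouse BG38 the *Cyp2* median in ABpI F/+ vs ABpI F/F is -0.01.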

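The 21 genes of hepatocyte identity and secretion had a median log2 fold change of 0.30 in ABpI F/+ vs Ctrl (camera adjusted p = 0.120), with 4 genes upregulated and 1 downregulated by either adjustment. *Alb* rose by 0.79 on the log2 scale (standard error 0.18, edgeR adjusted p = 0.00168), below the 2-fold threshold. *Afp*, expressed by fetal hepatocytes, rose from 3.94 ± 0.605 to 27.7 ± 12.2 CPM (SD, n = 6 each), a log2 fold change of 2.81 (edgeR adjusted p = 0.000434). One ABpI F/+ mouse, BG55, was at 7.39 CPM. The 18 genes of the hepatocytes around the portal vein had a median of 0.23 (camera adjusted p = 0.917), with 4 upregulated and 4 downregulated by either adjustment.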

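In ABpI F/F vs Ctrl livers the hepatocyte identity and secretion genes had a median log2 fold change of -0.30 (camera adjusted p = 0.00183), with 7 of 21 downregulated (8 adjusted over the list alone) and 1 upregulated. Without the ABpI F/F mouse BG38 the median was -0.16 and the adjusted p 0.0650, and without BG183 the median was -0.65. Genes of the hepatocytes around the portal vein had a median of -0.56 (camera adjusted p = 0.00171), with 6 of 18 downregulated and 2 upregulated by either adjustment, and -0.37 without BG38. Genes of the hepatocytes around the central vein had a median of 0.03 in ABpI F/+ vs ABpI F/F (camera adjusted p = 0.329), with 3 of 21 upregulated and 3 downregulated by either adjustment. *Alb* differed by 0.09 on the log2 scale in ABpI F/+ vs ABpI F/F, less than its standard error of 0.22, and had the opposite sign (-0.11) without BG38. *Afp* differed by -1.33 (edgeR adjusted p = 0.0846), and by -0.50 without BG38.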

Conversly, *Icmt* deficiency could partially reverse this process.

GO analysis of DEPs between ABpI^F/+^ and Ctrl, and ABpI^F/F^ and Ctrl mice revealed that the upregulated processes were related to blood coagulation and hemostasis (both positive and negative), providing additional support for our hypothesis that abnormal coagulation underlies blood vessel congestion. In fact, fibrinogen chains alpha, beta, gamma, and coagulation factors: II (prothrombin), VII, and XI, were upregulated in ABpI^F/+^ mice as compared to Ctrl mice. However, these proteins were not upregulated in ABpI^F/F^ as compared to Ctrl mice (except for factor II), suggesting partial normalization of coagulation, consistent with lower percentage of congested vessels in ABpI^F/F^ mice. Our data support the idea, that chronic liver disease is more pro- than anti-thrombotic [46]. Moreover, this procoagulant state may contribute to liver fibrosis either through the formation of microthrombi leading to hypoxia and vascular injury, or through direct activation of stellate cells [46]. Moreover, we suggest that the lack of overlap in upregulated DEGs and DEPs between ABpI^F/+^ and Ctr mice, and ABpI^F/F^ and Ctrl mice may be caused by extensive accumulation of coagulation proteins independent of transcription, which overshadowed changes in proteins participating in differentiation-related processes. 

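RNA was set beside the upregulated proteins that Supplementary Table 2 lists for ABpI F/+ vs Ctrl. RNA counts were at hand for 414 of the 424 proteins. Of these 203 (49.0%) were called upregulated in RNA and 3 downregulated, and 362 (87.4%) had a log2 fold change above 0. The median log2 fold change in RNA was 1.02, and the median of the paper's protein differences was 1.77. Across these genes, which are not independent replicates, the Spearman correlation of RNA with protein change was 0.323 and the Pearson correlation 0.482. The paper's protein differences were 1.24 for the fibrinogen alpha, 1.496 for the beta and 1.16 for the gamma chain. The log2 fold changes in RNA were 0.46 for *Fga*, 0.67 for *Fgb* and 0.42 for *Fgg* (edgeR adjusted p = 0.176, 0.0166 and 0.178). For coagulation factors II, VII and XI the paper's protein differences were 1.27, 1.56 and 1.32. Their RNAs changed by 0.27 (*F2*), 0.40 (*F7*) and -0.47 (*F11*), with edgeR adjusted p = 0.190, 0.0592 and 0.0790. The coagulation genes called upregulated in RNA were *Kng2*, *Serpinf2*, *Kng1* and *Hrg*, with log2 fold changes of 1.35, 1.43, 1.38 and 1.11.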

In agreement with RNAseq, the downregulated DEPs between ABpI^F/+^ and Ctrl, and ABpI^F/F^ and Ctrl mice were related to metabolism, with cytochrome P450 family members, CYP2 and CYP4 being among the most significantly downregulated.

Comparison between ABpI^F/+^ and ABpI^F/F^ mice revealed that the upregulated processes were mostly related to metabolism, confirming RNAseq data, and suggesting that *Icmt* deficiency may partially reverse metabolic impairment induced by *Braf*^*V600E*^ expression. The downregulated processes were related to DNA replication, DNA damage, mitosis and immune responses, possibly relating to the incipient tumorigenesis in ABpI^F/F^ mice.

Interestingly, accumulation of ApoA1—a key HDL component with known anti-inflammatory and tumor-suppressive functions [47]—was observed within congested vessels in ABpI^F/+^ mice. ApoA1 was shown to decrease tumor cell proliferation, increase apoptosis and reduce MAPK signaling [48]. In human HCC tissues *ApoA1* mRNA and protein levels were reduced [47, 49, 50], as were levels in sera from [51, 52]. ApoA1 is also used as a biomarker of HCC progression[48, 51]. Thus, ApoA1 protein was shown to play a tumor-suppressive role in HCC. The possibility that ApoA1 plays a tumor suppressive function in ABpI^F/+^ mice requires further investigation. While ApoA1 may play a protective role in tumorigenesis, its presence within clots suggests it could also contribute to vascular obstruction. Indeed, ApoA1 was previously found to associate with fibrin clots [34]. However, as ApoA1 is not known to functionally participate in blood clot formation, it likely plays a passive role in vascular congestion as a component of HDL particles, the concentration of which is significantly increased in the plasma of *Alb-Cre/Braf*^*V600E*^*/p53*^*flx/flx*^ mice, as previously described [35]. Consequently, HDL particles would be trapped within the fibrin meshwork together with other blood components. Finally, deletion of *Icmt* decreased ApoA1 protein abundance, which correlated with reduced vascular congestion, likely due to improved blood vessel perfusion, decreased body weight loss, and increased overall survival.

## Conclusions

This study reveals a complex role for ICMT in a mouse model of liver cancer. While *Icmt* deletion did not prevent tumor formation, it improved systemic health, reduced fibrosis and thrombosis, and prolonged survival. These results cast doubt on the utility of ICMT inhibition as a therapeutic strategy in HCC, although its potential in modulating the liver microenvironment and systemic complications remains promising.

## Supplementary Information

Supplementary Material 1.

Supplementary Material 2.

Supplementary Material 3.

Supplementary Material 4.

Supplementary Material 5.

## Data Availability

Transcriptomics data are available at the GEO under the accession number GSE297390. Proteomics data are available at the MassIVE database under accession number PXD064401 and PXD073274.

How the deposited data were processed for this re-analysis (not part of the article)

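RNA was sequenced from liver tissue free of visible tumors of 15 female mice, 6 Ctrl, 6 ABpI F/+ and 3 ABpI F/F. The authors extracted total RNA with Trizol, prepared stranded mRNA libraries, sequenced paired ends, checked the reads with FastQC 0.12.1, aligned them with HISAT2 2.2.1 to mm10 and counted them with featureCounts 2.0.8. They tested differences with edgeR 3.36. The paper's text does not name the gene annotation or the strand setting of the counting. The deposited tables hold raw counts of 27179 genes in 15 columns, 1 per mouse, of which 20380 genes have a read and 1319 have no symbol. Both deposited tables hold the same counts. The study lists 23 samples for these mice, 8 mice being named by 2 samples and 7 by 1, so libraries of one mouse were not told apart. Columns were assigned to groups by the mouse names in their headers and in the sample labels. The groups carry genotype labels, and the sex was checked on *Xist* and the Y chromosome genes.

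Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. All genes were kept, libraries were scaled by TMM, dispersions were estimated robustly, and 1 quasi-likelihood model with 3 groups was fitted, in the form that edgeR 3.36 used. The p-values of each comparison were adjusted by Benjamini-Hochberg over the 27179 genes. A gene was called at an adjusted p under 0.01 and an absolute log2 fold change of at least 1. These fits gave the fold changes of the authors' deposited comparisons to within rounding. CPM are counts scaled to a common library size after TMM, given as mean ± SD over mice, and log2 CPM were computed with a prior count of 2. Where every library of a group had 3 counts or fewer, the fold change was computed against 3 counts and is given as at least that many fold. Such floors cover counting error only. Gene positions came from GENCODE M21 on GRCm38, which placed 93.0% of the genes.

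The named genes are all those the paper names for these mice, and per comparison and direction the 3 genes with the largest absolute log2 fold change among called genes with at least 5 CPM in one group and no overlap between the groups. One gene that this rule selects is not reported here. Of a gene list, up to 2 called genes may be named. Gene lists were compared by limma's camera with a preset correlation, adjusted over 30 lists and 3 comparisons. The lists were ERK pathway output, p53 target, proliferation, collagen and fibrosis, interferon response, coagulation, acute phase, adhesion and chemotaxis, fatty acid and lipid, steroid and arachidonic acid metabolism, circadian clock, fasting-induced, oncofetal liver, female-biased and male-biased liver, Y chromosome and X inactivation genes. Others were markers of cholangiocytes, hepatocyte identity, pericentral and periportal hepatocytes, lymphocytes, macrophages, neutrophils, endothelial cells, red blood cells, platelets, pancreas and adipocytes. Complete gene lists from Supplementary Table 3 were counted without a test, because the study chose them on these mice. Upregulated proteins of ABpI F/+ vs Ctrl from Supplementary Table 2 were joined by gene symbol. The list of downregulated proteins held 675 entries where the paper's text gives 676, and it and the other protein lists were not used here.

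The groups, the tests, the gene lists, the rule for named genes and most alternative settings were set before the data were examined. Alternatives were RLE size factors, DESeq2, genes passing filterByExpr, the quasi-likelihood method of edgeR 4, no robust estimation, an absolute log2 fold change of at least 2, an adjusted p under 0.05, fits on only the groups compared, the other deposited table, leaving out each mouse in turn, other gene choices and scalings for the PCA, a held-out split for the reversal, and fry and an estimated correlation for the gene lists. Removing the trend with GC content and gene length, and the clock gene score as a covariate, were chosen after seeing the data. On simulated data edgeR recovered 96.5% of 200 changed genes and called 2 unchanged ones, and 91.0% of 100 returned genes were recovered. On data with no change it called 0 genes in each comparison, and 0 of 90 list tests were called. In these simulated data each gene varied independently, with the means and spread of the Ctrl mice. They therefore do not show how the list tests behave with correlated genes, or any test with the spread between ABpI F/F mice. Proteomics, immunoblots, histology and survival were not analysed here, nor were reads.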

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

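Of the tests named here, those of the hepatocyte share and of blood were chosen only after the result was seen. That of the strain label was chosen before, and those of GC content and length and of genes outside the clock list after the data were seen but before their own results. In 76 groups of 6 values, each from the Ctrl or the ABpI F/+ mice, 8 had a mouse far from the others. Chance gives 3.8, so some of them are what chance gives. The 3 ABpI F/F mice were not screened in this way.

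The Ctrl mouse BG3 stood apart from the other Ctrl mice in *F2*, at 2371 CPM against 1723 to 1828, and in *Afp*, at 2.79 CPM against 3.99 to 4.59. BG3 is the only Ctrl mouse with the strain label that all ABpI F/+ and ABpI F/F mice carry. *F2* in BG3 lay towards the ABpI F/+ mice and *Afp* away from them. Over all genes called in ABpI F/+ vs Ctrl without BG3, it lay nearer ABpI F/+ at 9.58%, where the other Ctrl mice, left out in turn, gave 3.36 to 11.0%. For ABpI F/F vs Ctrl the value was 4.76% against 1.18 to 14.3%. The upper ends came from malpa387. Without it the other Ctrl mice gave 3.36 to 5.45% and 1.18 to 4.33%, so BG3 lay above them in both comparisons. The strain and the individual mouse cannot be told apart, because only 1 Ctrl mouse has that label. Its depth was within the range of the other mice, and parents and age were not tested.

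The ABpI F/+ mouse BG55 was low in *Afp*, at 7.39 CPM against 23.0 to 42.6 in the other ABpI F/+ mice, and in *Gldn*, at 43.6 CPM against 74.5 to 79.2. Both values remained above those of every Ctrl mouse. No technical explanation was tested for this mouse, and age and disease stage stay open as untested differences.

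In a pair of genes near 0 counts in Ctrl livers, 1 mouse stood out. *Cacna1b* was at 0.0311 CPM in malpa459, which is 1 count, and at 0 in the others, so that counting error covers it. *Tff3* was at 1.34 CPM in malpa387, which is 36 counts, against 0 to 0.155 in the others. This is far below the level in any ABpI F/+ or ABpI F/F mouse, and no explanation was tested for it.

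The Ctrl mouse malpa387 had *Usp2* at 3.69 CPM against 59.9 to 101 in the other Ctrl mice, and a clock gene score of 0.640 against -5.27 to -4.25. The score is the balance of clock genes of opposite phase, and the ABpI F/F mice had scores of -0.331 (BG183), 0.466 (BG38) and 2.04 (BG90), while the ABpI F/+ mice had -5.04 to -4.15. *Dbp* was at 3.69 CPM in malpa387 and 95.3 to 141 in the other Ctrl mice, and *Bmal1* at 16.4 against 0.404 to 2.47. Tissue taken at another time of day would change genes outside the clock list too. Over the 100 such genes in which malpa387 differed most from the other Ctrl mice, this difference had a Spearman correlation of 0.182 with that of ABpI F/F from ABpI F/+, and other Ctrl mice gave -0.147 to 0.005. With fewer of these genes malpa387 gave 0.084, below BG3 at 0.136, and with more it gave 0.223 against -0.093 to -0.008. Over all 12300 such genes malpa387 gave -0.023 and the other Ctrl mice -0.182 to 0.195. For the clock genes of the ABpI F/F mice, time of day and genotype cannot be told apart, since the correlation is low and other effects of the genotype can hide it. The paper's text does not give the time of day, and an effect of *Icmt* on the clock would not explain a Ctrl mouse.

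The paper's text does not name neutrophils, although terms in Supplementary Table 3 for ABpI F/+ vs Ctrl do. A list of 17 neutrophil genes had a median log2 fold change of 4.85 in ABpI F/F vs Ctrl (camera adjusted p = 4.36e-07). With genes near 0 counts at their bound it was 4.67. Of the list 14 genes were upregulated, and 17 adjusted over the list alone. The median was 3.50 without BG38 and 5.38 without BG183, and the mean scores of the ABpI F/F mice were 0.233 (BG183), 3.71 (BG38) and 3.31 (BG90) against -2.14 to -1.24 in Ctrl. In ABpI F/+ vs Ctrl the median was 2.04 (camera adjusted p = 0.0205, and 1.81 with 0.0509 without BG88), or 1.39 with such genes at their bound, with 3 upregulated (5 adjusted over the list alone). When ABpI F/+ was compared with ABpI F/F livers, it was -2.82 (camera adjusted p = 0.00154), with 8 downregulated (10 adjusted over the list alone), and -1.74 (0.0838) without BG38. The most abundant list genes in ABpI F/F livers were *Lcn2*, at 608 ± 434 CPM (SD, n = 3), which is also in the acute phase list, and *Prtn3*, at 23.1 ± 27.1 CPM. A lower share of hepatocytes would raise the genes of all other cells alike. For ABpI F/F vs Ctrl the endothelial list had a median of 0.03 and the macrophage list one of 0.46. The mean log2 CPM of the neutrophil list, less the mean of 5 lists of other cells, was -3.77 (BG183), -0.906 (BG38) and -1.25 (BG90) in ABpI F/F mice against -4.49 to -4.10 in Ctrl mice (exact p = 0.0119 from 84 arrangements), which argues against a lower share of hepatocytes as the whole cause. More blood in the tissue would raise the red blood cell list too, which had a median of 1.23 in ABpI F/F vs Ctrl (camera adjusted p = 0.199), and *Hba-a1* was at 33.9 ± 16.8 CPM in Ctrl and 45.7 ± 13.9 in ABpI F/F livers (edgeR adjusted p = 0.702). Both are smaller than the neutrophil change there. For ABpI F/+ livers blood stays open, since *Hba-a1* was at 107 ± 46.2 CPM, a log2 fold change of 1.66 against Ctrl (edgeR adjusted p = 0.00494). Neutrophils, in the tissue or more of them in its blood, may be the source in ABpI F/F livers, as a hypothesis. Age of the ABpI F/F mice stays open.

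A list of 14 oncofetal liver genes had a median log2 fold change of 3.15 in ABpI F/+ vs Ctrl (camera adjusted p = 7.08e-06) and 3.86 in ABpI F/F vs Ctrl (camera adjusted p = 4.89e-07). With genes near 0 counts at their bound the medians were 2.60 and 4.11. In the first 7 were upregulated (9 adjusted over the list alone), in the second 8 (10). *Gpc3* was at 0.814 ± 0.441 CPM (SD, n = 6) in Ctrl, 372 ± 77.6 (SD, n = 6) in ABpI F/+ and 131 ± 105 (SD, n = 3) in ABpI F/F livers, and *H19* at 1.21 ± 0.653, 128 ± 53.5 and 146 ± 51.2. In ABpI F/+ vs ABpI F/F the median was -0.23 (camera adjusted p = 0.898), with 1 gene upregulated and 1 downregulated (2 adjusted over the list alone). The values belong to tissue described as free of visible tumors, and whether they come from hepatocytes or from small tumors was not tested.

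The 27 interferon response genes rose in ABpI F/F vs Ctrl by a median of 1.08 on the log2 scale (camera adjusted p = 7.73e-07), with 13 upregulated (14 adjusted over the list alone). Without BG38 the median was 0.59. The mean scores were 0.624 (BG183), 2.02 (BG38) and 1.26 (BG90) against 0.052 to 0.440 in Ctrl mice. The list fell in ABpI F/+ vs Ctrl, with a median of -1.21 (camera adjusted p = 3.14e-08) and 16 of 27 downregulated by either adjustment. One gene, *Cxcl10*, is also in the adhesion list. Median depth was 29731850 counts in ABpI F/F and 26159031.5 in Ctrl mice, and removing the trend with GC content and length left 1873 genes called in ABpI F/F vs Ctrl. An infection, a response to the loss of *Icmt* and age could each be the source, and none was tested.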

How the results depend on the processing

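No test in this part was chosen only after the result was seen. However, 2 settings were chosen after seeing the data, the GC content and length trend and the clock gene score as a covariate. No paired analysis was possible because the labels pair no mice. Of 503 repeats of the counts and shares under other settings, 467 stayed within set limits and 36 moved. These limits are not stated here, so the 467 do not show how close the repeats were. Of 1923 repeats of single genes and gene lists, 1803 kept their direction and side of the threshold, 101 lost the threshold, 8 gained it and 11 reversed.

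With RLE size factors, DESeq2, filterByExpr, the edgeR 4 method, no robust estimation, fits on only the groups compared, an adjusted p under 0.05 and the other deposited table, the numbers called were between 2729 and 3380 in ABpI F/+ vs Ctrl, 1734 and 2517 in ABpI F/F vs Ctrl and 1583 and 2796 in ABpI F/+ vs ABpI F/F. With an absolute log2 fold change of at least 2 they were by construction lower, 1095 (529 up, 566 down), 856 (663 up, 193 down) and 855 (94 up, 761 down). In the same setting 25.0% of the upregulated ABpI F/+ genes lay nearer Ctrl, 37 upregulated and 223 downregulated genes were called on the return, and the term lists gave 5 genes for tube morphogenesis, 5 for developmental process, 3 for xenobiotic and 8 for fatty acid metabolism in ABpI F/+ vs ABpI F/F, and 9 for xenobiotic metabolism and 1 for extracellular matrix in ABpI F/F vs Ctrl. On held-out mice 48.1% of the downregulated genes lay nearer Ctrl, where fewer mice chose fewer genes (a mean of 765), and the cause was not tested.

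Across the 15 fits that each left out 1 mouse, the number called was 2525 to 2778 in ABpI F/+ vs Ctrl. It was 1212 (without BG38) to 2276 (without BG183) in ABpI F/F vs Ctrl, with 774 to 1480 upregulated and 438 to 796 downregulated. For ABpI F/+ vs ABpI F/F it was 1155 (without BG38) to 2048 (without BG183), with 788 to 1571 downregulated and 367 to 543 upregulated. *Cyp2* and *Cyp4* genes called in ABpI F/+ vs ABpI F/F were 2 (without BG183) to 8 (without BG38) down and 3 (without BG38) to 7 (without BG175) up. The cause was not tested.

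With the correlation between genes estimated from the data, 1 of the 53 gene list calls was kept, the female-biased genes in ABpI F/F vs Ctrl (adjusted p = 0.00644). Fry called 58, 8 of them not called by camera. These were the adipocyte list in every comparison and the p53 target list in ABpI F/+ and in ABpI F/F vs Ctrl. The others were hepatocyte identity genes in ABpI F/+ vs Ctrl, coagulation genes in ABpI F/F vs Ctrl and male-biased genes in ABpI F/+ vs ABpI F/F. Counting proteins whose RNA had the same sign gave 362, and Pearson in place of Spearman correlation gave 0.482, by their construction. With the clock gene score as a covariate, added after seeing the data, 587 genes (283 up, 304 down) were called in ABpI F/F vs Ctrl and 217 (126 up, 91 down) in ABpI F/+ vs ABpI F/F; the groups hold 67.9% of the variance of the score, and the cause was not tested.

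*F2* in ABpI F/+ vs ABpI F/F, at 0.0057, was -0.0058 with RLE size factors and with DESeq2. Across the fits leaving out 1 mouse each, these values changed sign: *F2* in ABpI F/+ vs ABpI F/F from -0.14 (without BG38) to 0.13, *Braf* in ABpI F/F vs Ctrl from -0.15 to 0.013 (without malpa454; also above 0 without malpa459), *F7* in ABpI F/F vs Ctrl from -0.18 (without BG90) to 0.33, *Alb* in ABpI F/+ vs ABpI F/F from -0.11 (without BG38) to 0.29, and the acute phase list in ABpI F/+ vs ABpI F/F from -0.88 (without BG183) to 0.10 (without BG90). The cause was not tested, and each of these 4 gene values was smaller than its standard error.

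Using the first library of each mouse only, and every library as a replicate or as a point of the PCA, was planned and not run, because the counts are given per mouse. The depth limits the values of genes at 3 counts or fewer in a group, which are given as bounds.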

Differences from the paper's values

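No test here was chosen only after the result was seen. At an adjusted p under 0.01 and a 2-fold change, as the paper's text gives the threshold, 2729 genes were called in ABpI F/+ vs Ctrl against the paper's 1095, 1275 upregulated against the paper's 529, and 1454 downregulated against the paper's 566. When ABpI F/F was compared with Ctrl livers, 1883 were called against the paper's 856, 1236 upregulated against the paper's 663 and 647 downregulated against the paper's 193. When ABpI F/+ was compared with ABpI F/F livers, 1969 were called against the paper's 855, 478 upregulated against the paper's 94 and 1491 downregulated against the paper's 761. With an absolute log2 fold change of at least 2, all 9 counts equal the paper's. Without BG38, 4 of the counts were within 1.5 times the paper's, 1212 called and 774 upregulated in ABpI F/F vs Ctrl, and 1155 called and 788 downregulated in ABpI F/+ vs ABpI F/F. RLE size factors, DESeq2, filterByExpr, the edgeR 4 method, no robust estimation, an adjusted p under 0.05, fits on only the groups compared, the other deposited table and leaving out each of the other mice did not bring any of the counts within it. On the log2 scale the threshold of 2 is a 4-fold change.

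The first component of the PCA held 58.3% of the variance, against about 35% in the paper's Fig. 2A, read by eye. Scaling genes to unit variance gave 50.0%, within 1.5 times the paper's value. All genes with at least 1 CPM (54.6%), the most variable genes (71.1%) and a prior count of 0.5 (56.3%) did not close the gap.

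The paper ranks ABpI F/F vs Ctrl above ABpI F/+ vs ABpI F/F by the number of genes. At a 2-fold change the order was the opposite, 1883 and 1969, and at a 4-fold change it was the paper's, 856 and 855. Fits on only the groups compared also gave the paper's order, 1734 and 1583, as did 5 of the 15 fits leaving out 1 mouse: BG183 (2276 and 2048), BG38 (1212 and 1155), BG55 (1887 and 1668), BG31 (1865 and 1725) and BG88 (1840 and 1765).

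In its discussion the paper describes the genes higher in ABpI F/+ than in ABpI F/F livers as related to differentiation, adhesion and signaling, and the lower ones as related to metabolism, and in the next statement the reverse for metabolism. The adhesion and chemotaxis list had a median log2 fold change of -1.87 in ABpI F/+ vs ABpI F/F and 1.20 in ABpI F/F vs Ctrl. The fatty acid and lipid metabolism list had 0.20 and -1.71.

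Where the paper calls *Sox9* common among genes of processes that rise with the oncogene and describes part of that change as reversed in ABpI F/F mice, *Sox9* was higher in ABpI F/F than in ABpI F/+ livers, with a log2 fold change of -1.09 in ABpI F/+ vs ABpI F/F. It was not called without BG38 (-0.88), BG90 (-0.99), BG55 (-0.99) or BG88 (-0.99). Of the *Cyp2* and *Cyp4* genes 20 were lower in ABpI F/+ and 21 in ABpI F/F vs Ctrl. In Fig. 2A the legend colors give 6 points to ABpI F/F and 3 to ABpI F/+, whereas the paper's text and the counts hold 6 ABpI F/+ and 3 ABpI F/F mice.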

Other observations

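Of the tests in this part, those of the hepatocyte share, the scaling, *Apoa1*, the clock genes, the *Mup* genes and the genes shared between comparisons within one strain label were chosen only after the result was seen. Of the others, that of GC content and length was added after the data were seen but before its own result, and those of other splits, the strain label of BG3, food intake and the genes chosen on the same mice were chosen before. The values for ABpI F/+ mice in place of ABpI F/F mice were added after. All are hypotheses on the data in which the patterns were found.

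Among 100 splits drawn from all those of the Ctrl and ABpI F/+ mice into groups of 6, the real one included, 1 gave as many called genes as the real split, which was the real split itself, and the highest other gave 2 genes. The same held for 1 of 84 splits for ABpI F/F vs Ctrl (highest other 1 gene) and 1 of 84 for ABpI F/+ vs ABpI F/F (highest other 17 genes). After the trend of each mouse's values with GC content and gene length was removed, 2699, 1873 and 1931 genes were called in ABpI F/+ vs Ctrl, ABpI F/F vs Ctrl and ABpI F/+ vs ABpI F/F. These hold 92.6, 89.6 and 91.7% of the genes called without the correction. It moved log2 fold changes by a median of 0.098, 0.11 and 0.059, and by up to 0.69. Such a trend is therefore not the whole of these differences.

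All ABpI F/+ and ABpI F/F mice have a strain label that only 1 of 6 Ctrl mice has, so strain could contribute to both comparisons with Ctrl. Of the genes called in ABpI F/+ vs Ctrl, 925 were also called the same way in ABpI F/+ vs ABpI F/F, and of those called in ABpI F/F vs Ctrl, 481 were called the same way against ABpI F/+. The ABpI F/+ and ABpI F/F groups share the label, which argues against strain as the source of these genes. For the other 1804 and 1402 genes strain and genotype cannot be told apart, because the single Ctrl mouse of that label, with 9.58 and 4.76% of called genes nearer the other group, decides little. Parents and age were not tested.

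Of the genes called in ABpI F/F vs Ctrl, 967 (51.4%) were called the same way in ABpI F/+ vs Ctrl, and 24 were called the opposite way. The ABpI F/+ mice had the clock phase of 5 of the 6 Ctrl mice, so changes from time of day in ABpI F/F mice would be independent of the ABpI F/+ changes. In 20 data sets simulated with the ABpI F/F changes moved to other genes, at most 355 genes were called the same way, and with their directions drawn at random at most 706, which argues against time of day as the whole source of the overlap. It was not excluded for each gene. With the clock gene score as a covariate 412 of the 967 genes kept their call in ABpI F/F vs Ctrl and 555 lost it. Of the other 916 genes, 114 were called with it, and in ABpI F/+ vs ABpI F/F 217 genes were. For the 555, the 916 and the genes of ABpI F/+ vs ABpI F/F, time of day and genotype cannot be told apart, because the ABpI F/F mice differ from the ABpI F/+ mice in both and 22 genes in all follow the score once the groups are fitted. The 16 clock genes had medians of 0.18 in ABpI F/+ vs Ctrl (camera adjusted p = 0.257; 3 upregulated by either adjustment), -1.07 in ABpI F/F vs Ctrl (0.0489, but over 0.05 in 13 of the 15 fits leaving out 1 mouse, up to 0.0887 with -0.73 without BG90; 4 downregulated, or 6 with 1 upregulated adjusted over the list alone) and 1.25 in ABpI F/+ vs ABpI F/F (0.00455; 5 upregulated and 1 downregulated, or 8 and 3 adjusted over the list alone). *Usp2*, which falls in the same way, had a log2 fold change of 5.69 in ABpI F/+ vs ABpI F/F (edgeR adjusted p = 0.000822).

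In ABpI F/+ vs ABpI F/F 24.3% of the called genes were upregulated, and 31.8% without BG38. The choice of the scaling method does not account for the excess of lower genes, since 23.4% were up with RLE, 18.9% with upper quartile scaling and 13.1% without normalization. A change of all RNAs alike, which scaling removes, was not tested. A lower share of hepatocytes in ABpI F/F livers could raise the genes of all other cells alike. The medians of 6 of their lists ran from -2.82 for neutrophils to -0.74 for endothelial cells, and that of red blood cells, which was not among the 6, was 0.14. After the mean over the 6 lists was taken from each mouse, the differences left between the groups had an exact p of 0.0833 from 84 arrangements of the mice. The share of hepatocytes and the genotype cannot be told apart with so few mice.

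A lower share of hepatocytes could lower *Cyp2* and *Cyp4* RNA in ABpI F/+ livers. The hepatocyte identity and secretion genes had a median log2 fold change of 0.30 there (camera adjusted p = 0.120, fry adjusted p = 0.0216). They ran from -1.20 to 1.49, with 4 upregulated and 1 downregulated. Because its members went both ways, this list cannot tell the share of hepatocytes and the genotype apart. Fasting-induced genes had a median of 0.31 in ABpI F/+ vs Ctrl (camera adjusted p = 0.922; 3 upregulated and 3 downregulated, or 3 and 4 adjusted over the list alone). Members of this list moved both ways, and *Igfbp1* rose by 5.45 on the log2 scale, so lower food intake and the genotype cannot be told apart. In ABpI F/F vs Ctrl the list had -1.12 (camera adjusted p = 0.000154; 9 downregulated and 1 upregulated by either adjustment), and in ABpI F/+ vs ABpI F/F 1.48 (camera adjusted p = 2.35e-05; 4 upregulated, or 6 adjusted over the list alone).

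Genes chosen for a difference in some mice tend to show a smaller one in others. When ABpI F/+ genes were chosen on other mice than they were measured on, 38.6% of the upregulated genes (32.1 to 46.4% over 50 draws) and 48.1% of the downregulated genes (40.8 to 55.9%) lay nearer Ctrl in ABpI F/F mice. In 20 data sets simulated without a return and measured in the same way, the shares were at most 2.73 and 3.62%. With 3 ABpI F/+ mice in place of the ABpI F/F mice and genes chosen on the other 3, over all 20 splits, they were 2.53 and 3.89% on average and at most 6.88 and 17.4%. Selection is thus not the whole of the return, although it may account for part of that of the downregulated genes.

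*Apoa1* (Entrez 11806), on chromosome 9 from 46228630 to 46230469, was at 5788 ± 1524 CPM (SD, n = 6) in Ctrl, 26829 ± 4539 (SD, n = 6) in ABpI F/+ and 18411 ± 3265 (SD, n = 3) in ABpI F/F livers. Its log2 fold changes were 2.21 (standard error 0.20, edgeR adjusted p = 1.36e-08) in ABpI F/+ vs Ctrl, 1.67 (edgeR adjusted p = 9.37e-06) in ABpI F/F vs Ctrl and 0.54 (edgeR adjusted p = 0.123) in ABpI F/+ vs ABpI F/F. The paper's protein differences were 5.92 and 4.15 against Ctrl. The rise of *Apoa1* RNA in ABpI F/+ vs Ctrl was larger than that of every gene in the hepatocyte identity and secretion list. Those genes ran from -1.20 to 1.49, with a median of 0.30. Because the list also holds identity genes and its members went both ways, a smaller general rise of secreted RNAs was not excluded.

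*Fgb* was at 2418 ± 301, 3840 ± 1189 and 5629 ± 2525 CPM in Ctrl, ABpI F/+ and ABpI F/F livers. For ABpI F/F vs Ctrl the log2 fold changes were 1.17 for *Fga*, 1.22 for *Fgb* and 1.03 for *Fgg* (edgeR adjusted p = 0.00442, 0.000751 and 0.00585). Without the ABpI F/F mouse BG90, which had 8525 CPM of *Fgb*, they were 0.64, 0.79 and 0.51 and not called. *Fga* also lost its call without BG3 (1.15), malpa454 (1.13) or malpa458 (1.12), and *Fgg* without malpa454 (0.99), malpa458 (0.98), malpa462 (1.04) or BG175 (0.97). For ABpI F/+ vs ABpI F/F they were -0.70, -0.55 and -0.61 (edgeR adjusted p = 0.0929, 0.132 and 0.117), and -0.17, -0.12 and -0.09 without BG90. *F2*, *F7* and *F11* had 0.26, 0.06 and 0.50 in ABpI F/F vs Ctrl, none called, and *F11* had -0.97 in ABpI F/+ vs ABpI F/F (edgeR adjusted p = 0.00429), just short of a 2-fold change, and was called without BG38 (-1.12) or BG31 (-1.02). The acute phase list, which holds the fibrinogen genes, had medians of 0.49 in ABpI F/+ vs Ctrl (camera adjusted p = 0.0679; 7 upregulated, with 1 downregulated adjusted over the list alone), 1.53 in ABpI F/F vs Ctrl (0.000214; 10 upregulated, 11 adjusted over the list alone), which was 0.65 without BG90, and -0.58 in ABpI F/+ vs ABpI F/F (0.0459; 1 downregulated by either adjustment), which was 0.10 without BG90 and had an adjusted p over 0.05 in 11 of the 15 fits leaving out 1 mouse, up to 0.933. No explanation was tested.

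*Braf* was at 22.1 ± 4.76, 26.1 ± 1.99 and 21.4 ± 0.960 CPM in Ctrl, ABpI F/+ and ABpI F/F livers and was not called in any comparison. Its log2 fold changes were 0.24, -0.05 and 0.29 in the order ABpI F/+ vs Ctrl, ABpI F/F vs Ctrl and ABpI F/+ vs ABpI F/F, and the mutation itself cannot be read from counts. *Trp53*, floxed in all groups, was at 5.35 ± 1.02, 13.9 ± 1.89 CPM (SD, n = 6 each) in Ctrl and ABpI F/+ livers and at a mean of 10.7 CPM in ABpI F/F livers. Its log2 fold changes were 1.37 (edgeR adjusted p = 1.58e-07), 0.99 (edgeR adjusted p = 0.000166) and 0.38 (edgeR adjusted p = 0.153). The second passed the threshold when BG3 (1.04), malpa387 (1.07), malpa459 (1.02), BG38 (1.05) or BG90 (1.05) was left out. Counts do not say which exons were read. The 20 p53 target genes had medians of 0.23, 0.22 and 0.24 in the same order (camera adjusted p = 0.144, 0.414 and 0.521). In fry the adjusted p were 0.000353, 0.00280 and 0.555. Called were 2 up (3 adjusted over the list alone), 2 up (2) and 1 down (1). The ERK list had -0.15 in ABpI F/+ vs ABpI F/F (camera adjusted p = 0.735), with 1 up and 3 down (4 adjusted over the list alone). *Afp* was at 69.6 ± 55.5 CPM in ABpI F/F livers, a log2 fold change of 4.14 against Ctrl.

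All 22 *Mup* genes together were at 3284 ± 858 CPM (SD, n = 6) in Ctrl, 20.9 ± 14.7 (SD, n = 6) in ABpI F/+ and 673 ± 524 (SD, n = 3) in ABpI F/F livers. The log2 ratio of the sums was -7.30 for ABpI F/+ and -2.29 for ABpI F/F against Ctrl. Reads moved from one *Mup* gene to another in counting would leave the sum as it was, so such moves do not account for the fall. Whether reads that fit several *Mup* genes were left out of the counts was not tested. *Mup3* had a log2 fold change of -6.02 in ABpI F/+ vs ABpI F/F (edgeR adjusted p = 0.000297). Of 20 female-biased liver genes 10 were downregulated and 2 upregulated in ABpI F/+ vs Ctrl, by either adjustment, with a median of -1.54 (camera adjusted p = 0.00136). When ABpI F/F was compared with Ctrl livers, the median was -3.51 (camera adjusted p = 2.35e-12; 12 down and 1 up, or 14 and 1 adjusted over the list alone) and in ABpI F/+ vs ABpI F/F 1.55 (camera adjusted p = 2.22e-06; 6 up, or 9 with 1 down adjusted over the list alone). The 18 male-biased genes had -1.48 (camera adjusted p = 0.000308; 9 down and 3 up, or 10 and 3 adjusted over the list alone), -1.68 (0.0272; 6 down and 3 up, or 6 and 4), which was -1.47 (0.0863) without BG38 and past 0.05 (0.0531) without malpa459, and -1.14 (0.0853; 5 down, or 5 with 1 up). The single X inactivation gene, *Xist*, had -0.48, -0.04 and -0.44 and was not called, and the Y chromosome genes were at 3 counts or fewer in every mouse.

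The 26 collagen and fibrosis genes had a median of -2.14 in ABpI F/+ vs Ctrl (camera adjusted p = 6.10e-12), with 20 downregulated (20, and 1 upregulated, adjusted over the list alone). In ABpI F/F vs Ctrl it was 0.43 (camera adjusted p = 0.329), with 1 up and 1 down by either adjustment. All 29 genes the study lists under extracellular matrix organization were downregulated in ABpI F/+ vs Ctrl, with a median of -2.60, and 4 were in ABpI F/F vs Ctrl (median -0.06). The paper's staining for collagen went the other way, with more in ABpI F/+ than in Ctrl livers and less in ABpI F/F than in ABpI F/+ livers. Staining measures deposited collagen and not RNA, and it was not analysed here. The 29 proliferation genes had -1.41 in ABpI F/+ vs Ctrl (camera adjusted p = 7.29e-07; 15 down, 17 adjusted over the list alone), 0.21 in ABpI F/F vs Ctrl (0.409) and -1.60 in ABpI F/+ vs ABpI F/F (1.09e-08; 17 down and 2 up, or 18 and 2 adjusted over the list alone).

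Markers of other cells, in the order ABpI F/+ vs Ctrl, ABpI F/F vs Ctrl and ABpI F/+ vs ABpI F/F, gave these medians. For lymphocytes the first were -1.30 (camera adjusted p = 4.43e-05; 7 down and 1 up, or 9 and 1 adjusted over the list alone) and 0.55 (0.554; 1 up and 1 down). For macrophages they were -0.69 (0.00772; 7 down and 3 up by either adjustment) and 0.46 (0.0795; 5 up, 6 adjusted over the list alone). Endothelial genes had -0.70 (0.00176; 2 down by either adjustment), 0.03 (0.649; 2 up) and -0.74 (0.000147; 4 down, 5 adjusted over the list alone). Red blood cell genes had 1.36 (0.00535; 3 up, 4 adjusted over the list alone), 1.23 (0.199; 1 up) and 0.14 (0.275; 1 up), of which the first pair was 0.85 and 0.45 with genes near 0 counts at their bound. Platelet genes had 1.37 (0.00336; 3 up, 5 adjusted over the list alone), 2.41 (0.000729; 6 up by either adjustment) and -0.58 (0.524), the first pair 0.94 and 1.46 at the bound, and the second 1.06 without BG38. Pancreas genes had 1.92, 0 and 1.26 (0.238, 0.807 and 0.339), each 0 at the bound. Adipocyte genes had 0.90, -0.12 and 0.08 (0.131, 0.601 and 0.319), or 0.45, 0.21 and 0.16 at the bound. The adhesion and chemotaxis list had -0.70 in ABpI F/+ vs Ctrl (0.0270, and 0.108 in fry; 10 down and 2 up by either adjustment), and its adjusted p was 0.0544 without BG175 (median -0.63) and also over 0.05 without BG31.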
